# Normalization of hepatic ChREBP activity does not protect against liver disease progression in a mouse model for Glycogen Storage Disease type Ia

**DOI:** 10.1186/s40170-023-00305-3

**Published:** 2023-04-21

**Authors:** Martijn G. S. Rutten, Yu Lei, Joanne H. Hoogerland, Vincent W. Bloks, Hong Yang, Trijnie Bos, Kishore A. Krishnamurthy, Aycha Bleeker, Mirjam H. Koster, Rachel E. Thomas, Justina C. Wolters, Hilda van den Bos, Gilles Mithieux, Fabienne Rajas, Adil Mardinoglu, Diana C. J. Spierings, Alain de Bruin, Bart van de Sluis, Maaike H. Oosterveer

**Keywords:** Glycogen Storage Disease type 1a, Carbohydrate Response Element Binding Protein, Hepatomegaly, Yes Associated Protein, Cyclic GMP-AMP synthase-stimulator of interferon genes (cGAS-STING)

## Abstract

**Background:**

Glycogen storage disease type 1a (GSD Ia) is an inborn error of metabolism caused by a defect in glucose-6-phosphatase (G6PC1) activity, which induces severe hepatomegaly and increases the risk for liver cancer. Hepatic GSD Ia is characterized by constitutive activation of Carbohydrate Response Element Binding Protein (ChREBP), a glucose-sensitive transcription factor. Previously, we showed that ChREBP activation limits non-alcoholic fatty liver disease (NAFLD) in hepatic GSD Ia. As ChREBP has been proposed as a pro-oncogenic molecular switch that supports tumour progression, we hypothesized that ChREBP normalization protects against liver disease progression in hepatic GSD Ia.

**Methods:**

Hepatocyte-specific *G6pc* knockout (L-*G6pc*^−/−^) mice were treated with AAV-shChREBP to normalize hepatic ChREBP activity.

**Results:**

Hepatic ChREBP normalization in GSD Ia mice induced dysplastic liver growth, massively increased hepatocyte size, and was associated with increased hepatic inflammation. Furthermore, nuclear levels of the oncoprotein Yes Associated Protein (YAP) were increased and its transcriptional targets were induced in ChREBP-normalized GSD Ia mice. Hepatic ChREBP normalization furthermore induced DNA damage and mitotic activity in GSD Ia mice, while gene signatures of chromosomal instability, the cytosolic DNA-sensing cGAS-STING pathway, senescence, and hepatocyte dedifferentiation emerged.

**Conclusions:**

In conclusion, our findings indicate that ChREBP activity limits hepatomegaly while decelerating liver disease progression and protecting against chromosomal instability in hepatic GSD Ia. These results disqualify ChREBP as a therapeutic target for treatment of liver disease in GSD Ia. In addition, they underline the importance of establishing the context-specific roles of hepatic ChREBP to define its therapeutic potential to prevent or treat advanced liver disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40170-023-00305-3.

## Background

Glycogen Storage Disease type Ia (GSD Ia) (MIM#232,200) is a rare inborn error of metabolism (IEM) caused by mutations in the gene encoding for the catalytic subunit of glucose-6-phosphatase (*G6PC1* (*G6pc* in mice), G6Pase-α) [1], which is expressed in liver, kidney, and intestine, where it converts glucose-6-phosphate (G6P) into glucose. Patients primarily display severe metabolic liver disease, characterized by hepatomegaly and non-alcoholic fatty liver disease (NAFLD), while liver tumour development represents the major long-term complication of GSD Ia, affecting up to 70% of patients by the age of 30 years [2].

Carbohydrate Response Element Binding Protein (ChREBP, also known as MLXIPL, MONDOB, or WBSCR14) is the major glucose-sensitive transcription factor in hepatocytes [3], and ChREBP and its regulated pathways are activated in hepatic GSD Ia [4–7]. We previously showed that short-term normalization of ChREBP activity aggravates hepatomegaly and NAFLD in hepatocyte-specific GSD Ia mice [8]. These findings suggest that sustained hepatic ChREBP normalization in hepatic GSD Ia may drive advanced liver disease elements, including hepatic inflammation, liver fibrosis, hepatocellular death and/or oncogenic transformation. On the other hand, evidence that ChREBP-regulated pathways represent a typical hallmark of many cancer cells has accumulated [9]. Consistently, ChREBP has been linked to the incidence and prognosis of hepatocellular carcinoma (HCC) [10–14]. ChREBP-deficient mice are protected against HCC development in an oncogene-specific manner, and ChREBP deficiency inhibits growth of β-catenin/YAP-driven hepatoblastomas [11, 15]. Moreover, reduced ChREBP expression inhibits hepatocellular proliferation through oxidative stress-induced, p53-mediated cell cycle arrest in vitro [16], while ChREBP-deficient hepatocytes show impaired proliferation rates during liver repopulation in vivo [15]. Combined, these studies indicate that ChREBP serves as a competent factor for cell growth and liver tumour progression.

These previous studies from our laboratory and others suggest context-specific roles of hepatic ChREBP in advanced liver disease, in particular hepatocellular tumour susceptibility, which are of critical importance to establish the therapeutic potential of ChREBP for the treatment of liver disease in GSD Ia patients. In the current study we therefore investigated the impact of prolonged ChREBP normalization on liver disease progression in hepatic GSD Ia mice. Our data show that normalization of hepatic ChREBP activity sensitizes liver-specific GSD Ia mice to advanced liver disease development, DNA damage, cellular senescence, as well as hepatocellular proliferation and dedifferentiation, suggesting increased susceptibility for hepatocarcinogenesis.

## Methods

### AAV-shRNA construction and production

See Supplement.

### Animals

Male adult *G6pc-*floxed *Alb*-Cre negative (B6.*G6pc*^lox/lox^) and *G6pc-*floxed *Alb*-Cre positive (B6.*G6pc*^lox/lox^.SA^creERT2/w^ mice) on a C57BL/6 J background were infected with shRNAs directed against ChREBP (AAV-shChREBP) or a scrambled control (AAV-shScramble (shSCR)) (1 × 10^12^ particles per mouse) by intravenous injection into the retro-orbital plexus under isoflurane anaesthesia [8]. At 11–12 days after AAV-shRNA administration, all mice received i.p. injections of tamoxifen for 5 consecutive days to generate liver-specific *G6pc*-deficient mice (L-*G6pc*^−/−^) and wildtype littermates (L-*G6pc*^+/+^). Nonfasted animals were sacrificed for tissue collection at 8AM at 10 or 25–26 days after the last treatment (dpt). Two shChREBP/L-*G6pc*^−/−^ mice were euthanized at 21 dpt because a humane endpoint was reached, yet were included in the analyses. Absolute liver weight of the 10-day follow-up study cohort has previously been reported [8]. For further details, see Supplementary Materials & Methods. All experimental procedures were approved by the Institutional Animal Care and Use Committee of the University of Groningen and are in line with the Guide for the Care and Use of Laboratory Animals.

### Histological and pathological analysis of the liver

See Supplement.

### Biochemical assays

See Supplement.

### Gene expression analysis, RNA-sequencing, gene set enrichment analysis (GSEA) and reporter transcription factors analysis

See Supplement.

### Targeted proteomics, SDS-PAGE, and Western Blot

See Supplement.

### Ploidy analysis

For analysis of hepatocyte ploidy, ~20 mg of frozen powdered liver tissue was used for nuclei isolation (as described [17]) in lysis buffer (10 mM Tris–HCl (pH 8), 0.32 M Sucrose, 5 mM CaCl_2_, 3 mM Mg(Ac)_2_, and 0.1 mM EDTA, with fresh addition of 1 mM DTT and 0.1% Triton X-100). In short, a 50–100 µm filter was placed on a 50 mL Falcon tube, and liver powder was poured onto the filter. Liver powder was stepwise and gently homogenized in 1.5 mL lysis buffer and pushed through the filter using a 5 mL syringe plunger. The resulting 1.5 mL nuclear suspension was transferred to a 1.5 or 2.0 mL tube, and supplemented with ~ 25,000 control cells (diploid human GFP-positive cells). Nuclei were spun down at 500xg for 5 min at 4 °C and the pellet was resuspended in 300–1000 µL PBS/BSA with Hoechst/PI DNA dyes (10 μg/mL for both). Nuclei were filtered through 35 µm FACS tubes and analysed on the Canto FACS machine (BD Biosciences) for ploidy analysis.

### Statistics

Data in figures is presented as dot plots with median ± interquartile range (IQR), unless stated otherwise. Data in tables is presented as median (range), unless stated otherwise. Data in heatmaps represent z-score normalized values. Statistical analysis was performed using BrightStat and GraphPad PRISM software. Differences between multiple groups were tested by a Kruskal Wallis H-test followed by post-hoc Conover pairwise comparisons. *P* values < 0.001 (***, ^^^^^, or ^###^), 0.001 to 0.01 (**, ^^^^, or ^##^), and 0.01 to 0.05 (*, ^^^, or ^#^) were considered significant.

## Results

### Normalization of hepatic ChREBP expression in GSD Ia liver induces oxidative stress, p53 activation, and cell cycle inhibition while inducing mitosis

We previously showed that short-term normalization of ChREBP activity aggravates hepatomegaly and NAFLD in a mouse model for hepatic GSD Ia [8]. Here, histopathological analysis revealed an increase in single cell death and inflammatory foci in shChREBP/L-*G6pc*^−/−^ mice, while the number of γH2Ax-positive hepatocytes tended to increase (Fig. 1A-B, S1A). This was paralleled by a significant induction of the p53-target gene *p21* (Fig. 1C). Moreover, the number of pH3- and Ki67-positive hepatocytes and mitotic figures was increased in shChREBP/L-*G6pc*^−/−^ mice (Fig. 1D, S1A). 

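In the RNA sequencing of livers of the 10-day cohort, Cdkn1a, which encodes the cyclin-dependent kinase inhibitor p21, rose with shChREBP in L-G6pc-/- livers. It was measured at 31.6 ± 6.69 CPM (TMM-normalized counts; SD, n = 8 libraries) in shSCR/L-G6pc-/- and at 75.3 ± 37.8 CPM (SD, n = 9) in shChREBP/L-G6pc-/- livers. Its log2 fold change was 1.25 (standard error 0.31, adjusted p = 0.0101 from edgeR's quasi-likelihood test). In L-G6pc+/+ livers it stood at 32.4 ± 17.3 CPM (SD, n = 8) with shSCR and at 48.0 ± 29.8 CPM (SD, n = 8) with shChREBP. The log2 fold change of 0.57 did not pass the same test (adjusted p = 0.304 from edgeR). Without the shChREBP/L-G6pc+/+ library s13 it was 0.25 and did not pass either. The gene lies on chromosome 17 of GRCm38 from 29090976 to 29100727. Between the shSCR groups of the 2 genotypes the log2 fold change was -0.03 (adjusted p = 0.983 from edgeR). In shChREBP/L-G6pc-/- livers it was 1.23 above shSCR/L-G6pc+/+ livers on the log2 scale (adjusted p = 0.0062 from edgeR). A two-sided exact permutation test on mean log2 CPM gave p = 0.000987 for shChREBP in L-G6pc-/- (0.00357 after Benjamini-Hochberg adjustment over the 16 exact tests made of Cdkn1a, Mlxipl, Pklr and G6pc). In L-G6pc+/+ the exact test gave p = 0.189 (0.216 after adjustment). The difference between the shChREBP effects in the 2 genotypes was 0.68 on the log2 scale and did not pass its test (adjusted p = 0.57 from edgeR). Without s13 this difference was 1.005 and did not pass either. Without 4 shChREBP/L-G6pc-/- libraries that stand apart from their group over all genes (s29, s30, s32 and s33), the change in L-G6pc-/- livers was 0.82 (adjusted p = 0.281 from edgeR). The difference from shSCR/L-G6pc+/+ was 0.79 (adjusted p = 0.211 from edgeR).

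**Figure D1:**
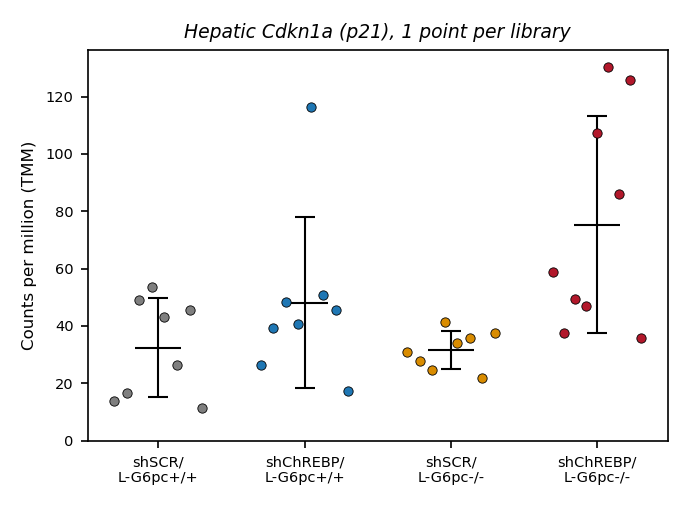
Cdkn1a in CPM in each of the 33 libraries by group, with points for libraries and bars for the mean ± SD. The 9 shChREBP/L-G6pc-/- libraries lie between 35.9 and 130 CPM and the 8 shSCR/L-G6pc-/- libraries between 21.6 and 41.2 CPM. A shChREBP/L-G6pc+/+ library, s13, lies at 116 CPM.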

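Mlxipl, the gene that encodes ChREBP, fell with shChREBP in livers of both genotypes, and Pklr, a ChREBP target that encodes liver pyruvate kinase, rose with G6pc deficiency and fell with shChREBP. Mlxipl was measured at 535 ± 57.5 CPM (SD, n = 8) in shSCR/L-G6pc+/+ and 366 ± 49.9 CPM (SD, n = 8) in shChREBP/L-G6pc+/+ livers. This is a log2 fold change of -0.55 (standard error 0.13, adjusted p = 0.0129 from edgeR). In L-G6pc-/- livers it went from 574 ± 45.4 CPM (SD, n = 8) to 386 ± 112 CPM (SD, n = 9), a log2 fold change of -0.57 (standard error 0.13, adjusted p = 0.00417 from edgeR). Pklr was at 123 ± 36.7 CPM (SD, n = 8) in shSCR/L-G6pc+/+ and 314 ± 68.3 CPM (SD, n = 8) in shSCR/L-G6pc-/- livers. The log2 fold change was 1.35 (standard error 0.17, adjusted p = 8.68e-07 from edgeR). With shChREBP it fell to 69.2 ± 15.4 CPM (SD, n = 8; adjusted p = 0.00347 from edgeR) in L-G6pc+/+ and to 210.0 ± 49.5 CPM (SD, n = 9; adjusted p = 0.0169 from edgeR) in L-G6pc-/- livers. Exact permutation tests, two-sided, gave p = 0.000155 for Mlxipl (0.00124 adjusted over the 16 tests) and p = 0.0014 for Pklr (0.00357 adjusted) with shChREBP in L-G6pc+/+. In L-G6pc-/- the exact tests gave p = 0.000494 for Mlxipl (0.00263 adjusted) and p = 0.00156 for Pklr (0.00357 adjusted). Against shSCR/L-G6pc+/+ livers, Pklr in shChREBP/L-G6pc-/- livers was still higher, by 0.784 in mean log2 CPM (exact test, p = 0.00132, 0.00357 adjusted). Mlxipl was lower there, by 0.524 (exact test, p = 0.00424, 0.00848 adjusted). Pklr thus did not return to the level of shSCR/L-G6pc+/+ livers. G6pc was at 236 ± 86.4 CPM (SD, n = 8) in shSCR/L-G6pc+/+ and 346 ± 192 CPM (SD, n = 8) in shSCR/L-G6pc-/- livers (adjusted p = 0.368 from edgeR). These are 3' libraries, so a transcript without the floxed part may still be counted. Where the G6pc reads lie was not tested, and these values cannot be taken as a measure of the deletion.
These values come from 33 libraries of liver RNA taken 10 days after tamoxifen from male mice that were 13 to 18 weeks old when infected with the shRNAs: 8 of shSCR/L-G6pc+/+, 8 of shChREBP/L-G6pc+/+, 8 of shSCR/L-G6pc-/- and 9 of shChREBP/L-G6pc-/- livers. shChREBP is a short hairpin RNA against Mlxipl, whose target lies in exon 8 on chromosome 5 of GRCm38 from 135128544 to 135128564, and shSCR is a scrambled control. The authors made 3' QuantSeq libraries, aligned the reads with HISAT to GRCm38 and counted them per gene with HTSeq. They deposited a count for each of 25988 genes. The median total count per library was 2220882 (2005791 to 3546852) in shSCR/L-G6pc+/+ and 1952654 (1824809 to 2497087) in shChREBP/L-G6pc+/+. It was 2051118 (1499243 to 2561801) in shSCR/L-G6pc-/- and 2422644 (1497843 to 2778910) in shChREBP/L-G6pc-/-. Genes with low counts were left out by edgeR's filterByExpr, which kept 10179. Counts were scaled by TMM and all 4 groups were fitted together. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called changed. On the first principal component of the log2 CPM (14.7% of the variance) the shChREBP/L-G6pc-/- libraries s29, s30, s32 and s33 lie at 26.8 to 35.6 and the other 5 at -1.47 to 7.70. In these 4 libraries Mlxipl was at 216 to 359 CPM, and in the other 5 at 441 to 500.4 CPM (two-sided exact permutation test, p = 0.00794, the smallest p that 4 libraries against 5 allow). The 4 were picked from the same expression values, so this p is descriptive only. Without the 4 libraries the log2 fold change in L-G6pc-/- livers was -0.27 for Mlxipl (adjusted p = 0.214 from edgeR) and -0.38 for Pklr (adjusted p = 0.359 from edgeR). That fit keeps the 5 treated libraries with the higher Mlxipl. Calls lost in it may follow from fewer libraries or from the weaker knockdown. Without s17, the shSCR/L-G6pc-/- library with the highest Pklr (461 CPM), the adjusted p of Pklr was 0.0535.

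**Figure D2:**
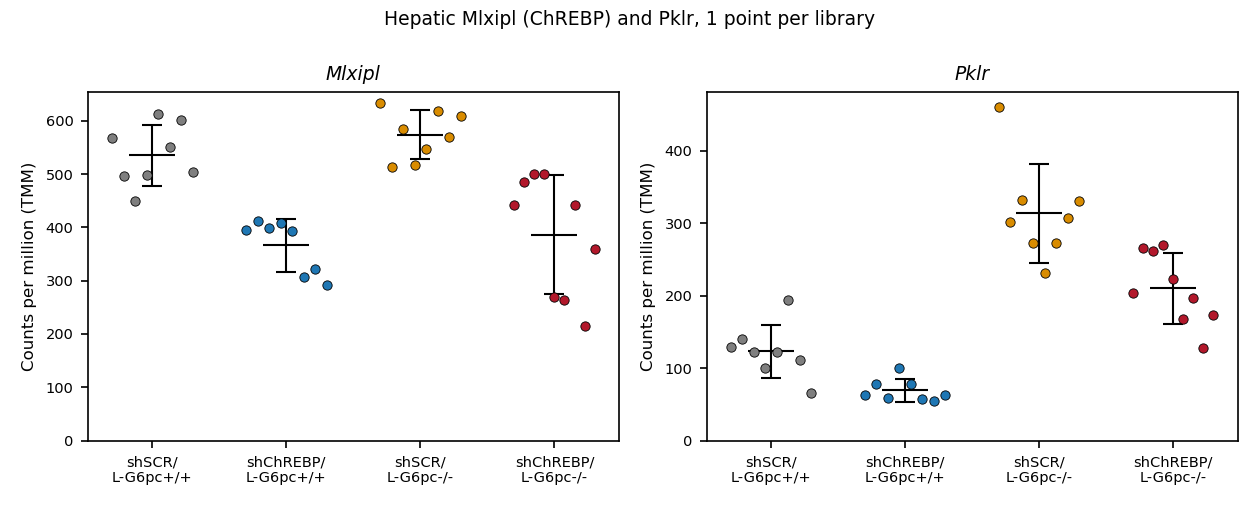
Mlxipl and Pklr in CPM in each of the 33 libraries by group, with points for libraries and bars for the mean ± SD. Every shChREBP/L-G6pc+/+ library (292 to 413 CPM) lies below every shSCR/L-G6pc+/+ library (449 to 612 CPM) for Mlxipl.

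**Figure D3:**
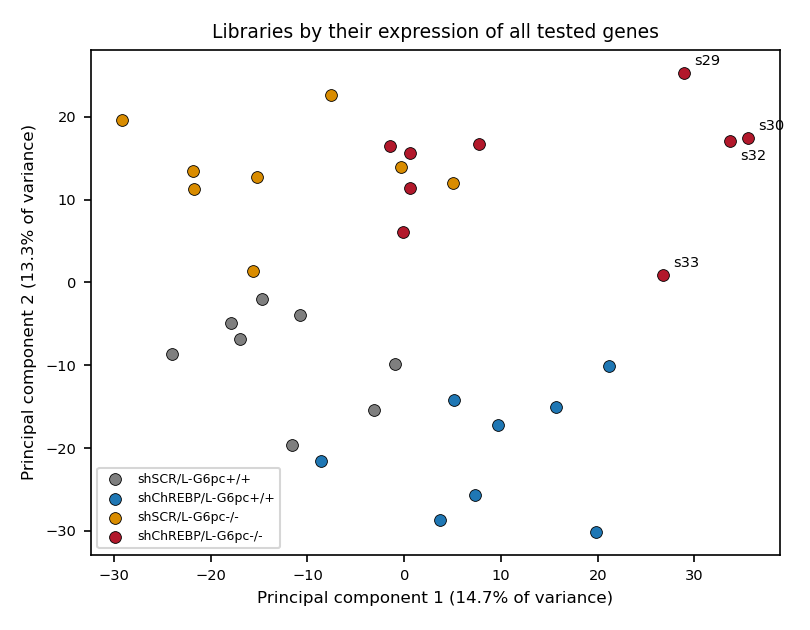
The first and second principal components of log2 CPM (14.7% and 13.3% of the variance) for the 33 libraries, with each point a library coloured by group. The libraries s29, s30, s32 and s33 are labelled and lie at 26.8 or more on the first component.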

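With shChREBP in L-G6pc-/- livers, 14 of 34 genes of the response to oxidative stress and 9 of 17 genes of mitosis were higher. Srxn1, a sulfiredoxin that restores oxidized peroxiredoxins, rose 4.27-fold, from 185 ± 42.9 CPM (SD, n = 8) to 791 ± 678 CPM (SD, n = 9; log2 standard error 0.33, adjusted p = 6.95e-05 from edgeR). Gstm3, a glutathione S-transferase that may share reads with its paralogs such as Gstm1, rose 8.14-fold, from 29.0 ± 18.4 CPM to 237 ± 202 CPM (adjusted p = 1.51e-05 from edgeR). Cdc20, an activator of the anaphase-promoting complex, rose 7.62-fold, from 1.99 ± 0.848 CPM to 15.1 ± 11.4 CPM (log2 standard error 0.48, adjusted p = 0.000125 from edgeR). In all, 770 of the 10179 genes tested changed, 339 higher and 431 lower. Without the libraries s29, s30, s32 and s33 there were 106 changed genes, 36 higher and 70 lower, of which 102 were among the 770. With library size only in place of normalization factors 1119 changed, 75.8% of them higher.
Of 34 measured genes of the NRF2 and oxidative stress list, 14 were higher, 1 was lower and 19 did not pass (18 higher and 1 lower when adjusted over the list alone). As a list they had a camera adjusted p of 9.04e-10, and adjusted p = 0.133 with an estimated correlation. Ugdh, which makes UDP-glucuronic acid for conjugation, rose by 1.46 on the log2 scale (standard error 0.19, adjusted p = 3.16e-06 from edgeR). The 1 lower member, chosen after its value was seen, was Me1 (log2 fold change -0.62, adjusted p = 0.0123 from edgeR), malic enzyme, which supplies NADPH for fatty acid synthesis. It did not pass without the 4 libraries (-0.56, adjusted p = 0.154 from edgeR). There 4 of the 34 genes were higher, and the median of the list was 0.14, against 0.51 with all libraries (camera adjusted p = 0.000237 without the 4). The log2 fold changes there were 0.82 for Srxn1 (adjusted p = 0.0167), 1.55 for Gstm3 (adjusted p = 0.00976) and 0.95 for Ugdh (adjusted p = 0.00136 from edgeR). Of 17 measured genes of the mitosis and G2/M list, 9 were higher and 8 did not pass (14 higher when adjusted over the list alone). Camera gave the list an adjusted p of 8.64e-08, and adjusted p = 0.152 with an estimated correlation. By DESeq2, limma-voom and limma on the deposited values 8, 7 and 5 passed. Besides Cdc20 the higher members included Cdca3, which promotes entry into mitosis (log2 fold change 2.61, adjusted p = 0.000925 from edgeR), Aurka, a mitotic kinase (2.09, adjusted p = 0.000611) and Cdk1, the kinase that drives mitosis (1.71, adjusted p = 0.00173). Without the 4 libraries the median of the mitosis list was 0.79 (camera adjusted p = 0.000352), and 1 of 16 measured genes was higher. This was Cdc20 (log2 fold change 2.10, adjusted p = 0.0251 from edgeR), while Cdca3 (1.865, adjusted p = 0.0871), Aurka (1.34, adjusted p = 0.0945) and Cdk1 (0.91, adjusted p = 0.198) did not pass. Of 24 measured genes of the S phase and DNA replication list, 1 was higher and 23 did not pass (3 higher and 1 lower when adjusted over the list alone). For the list together, the camera adjusted p was 0.00939, adjusted p = 0.282 with an estimated correlation, and adjusted p = 0.146 by camera without the 4 libraries. The higher gene was Mcm6, a subunit of the replicative helicase (log2 fold change 1.30, adjusted p = 0.00676 from edgeR; 0.97 without the 4 libraries, adjusted p = 0.211).
Of 29 measured p53 targets, 3 were higher and 26 did not pass (6 higher and 1 lower when adjusted over the list alone). Taken as a list, they had a camera adjusted p of 0.0174, adjusted p = 0.135 with an estimated correlation, and adjusted p = 0.0326 by camera without the 4 libraries. The higher targets were Cdkn1a, Mdm2, which restrains p53 (log2 fold change 0.52, standard error 0.12, adjusted p = 0.00433 from edgeR; 0.50 without the 4 libraries, adjusted p = 0.0647), and Sesn2, a stress sensor that restrains mTORC1 (0.67, adjusted p = 0.0285; 0.34 without the 4 libraries, adjusted p = 0.594). Bax, which permeabilizes mitochondria in apoptosis, had a log2 fold change of 0.63 and did not pass (adjusted p = 0.0745 from edgeR). Of 29 measured apoptosis genes, 2 were higher and 27 did not pass (2 higher when adjusted over the list alone). As a list they had a camera adjusted p of 0.0418, adjusted p = 0.135 with an estimated correlation, and adjusted p = 0.0859 by camera without the 4 libraries. The 2 were Bcl2l1, whose main product BCL-XL restrains apoptosis (log2 fold change 0.59, adjusted p = 0.00855 from edgeR), and Lmna, a nuclear lamin that caspases cleave (0.55, adjusted p = 0.0342). They had log2 fold changes without the 4 libraries of 0.43 (adjusted p = 0.252) and 0.25 (adjusted p = 0.632 from edgeR). Of 39 measured genes of the extracellular matrix and EMT list, 6 were higher, 1 was lower and 32 did not pass (10 higher and 2 lower when adjusted over the list alone). Camera gave the list an adjusted p of 4.02e-05, adjusted p = 0.152 with an estimated correlation, and adjusted p = 0.00602 by camera without the 4 libraries. Bgn, the proteoglycan biglycan, rose from 192 ± 43.6 CPM (SD, n = 8) to 265 ± 37.1 CPM (SD, n = 9; adjusted p = 0.00786 from edgeR), and Col4a1, a basement membrane collagen, rose by 0.61 on the log2 scale (adjusted p = 0.0103), while the 1 lower member, chosen after its value was seen, was Fn1, fibronectin (-0.29, adjusted p = 0.041). Bgn (0.35, adjusted p = 0.204), Col4a1 (0.22, adjusted p = 0.574) and Fn1 (-0.20, adjusted p = 0.455 from edgeR) did not pass without the 4 libraries. With all libraries the 16 measured markers of stellate cells had a median of 0.20 (0.12 to 0.31; camera adjusted p = 0.036, and adjusted p = 0.25 with an estimated correlation), with 0 passing, and the hepatocyte identity genes a median of -0.38. The paper concludes that normalizing ChREBP in this liver induces these stress, damage, inflammatory and mitotic responses at 10 days. It uses the enrichment of its gene sets (Table 1) as a complement to histology, immunostaining and p21 expression (Fig. 1). It reasons that such early changes point to faster progression of the liver disease.

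**Figure D4:**
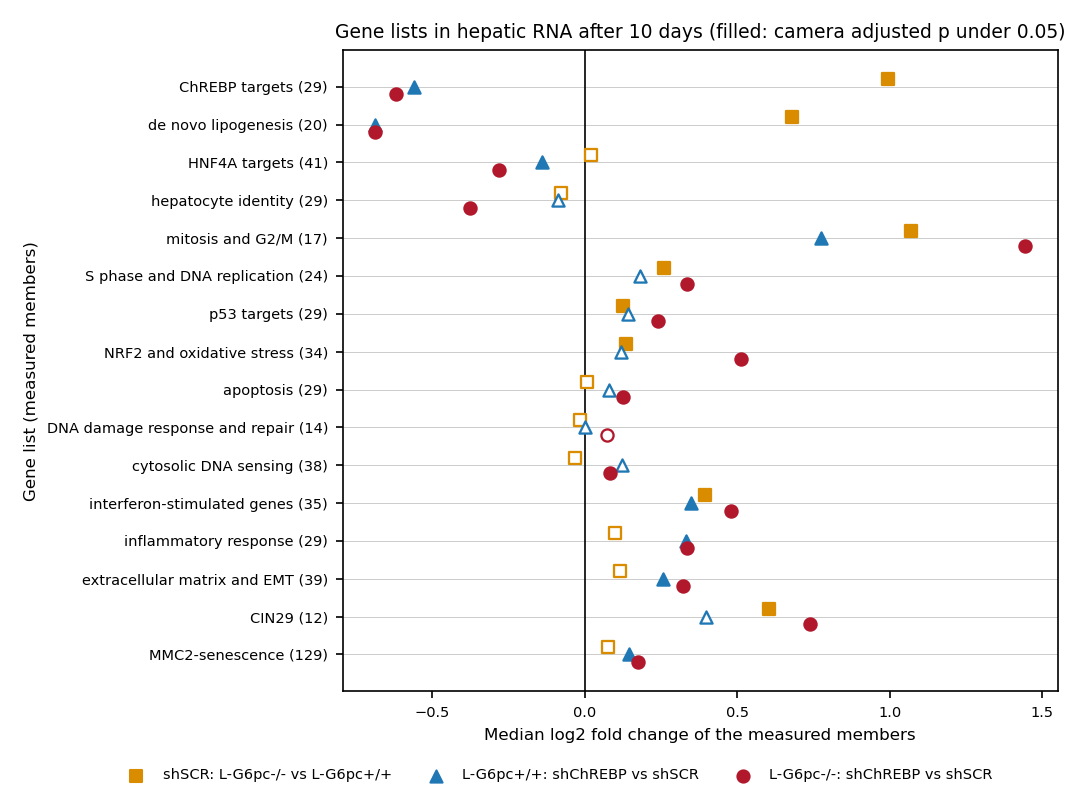
Median log2 fold change of the measured members of 16 gene lists for shSCR/L-G6pc-/- vs shSCR/L-G6pc+/+ (squares), shChREBP vs shSCR in L-G6pc+/+ (triangles) and shChREBP vs shSCR in L-G6pc-/- (circles). Filled symbols have a camera adjusted p under 0.05 at the preset correlation of 0.01, and the mitosis and G2/M list lies at 1.44 and the NRF2 and oxidative stress list at 0.51 in the last comparison. Without the libraries s29, s30, s32 and s33 these medians were 0.79 and 0.14. With an estimated correlation no list passed in the last comparison.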

Complementary Gene Set Enrichment Analysis (GSEA) of RNA expression data (Table 1) revealed that normalization of hepatic ChREBP expression in GSD Ia liver induces oxidative stress, apoptosis, p53 activation, cell cycle inhibition, hepatocyte death, chromosomal instability, DNA damage, cyclic GMP-AMP synthase (cGAS)-stimulator of interferon genes (STING) pathway (cGAS-STING) activation, cellular senescence, inflammatory response, epithelial mesenchymal transition, and mitotic activity within a timeframe of two weeks.

**Fig. 1:**
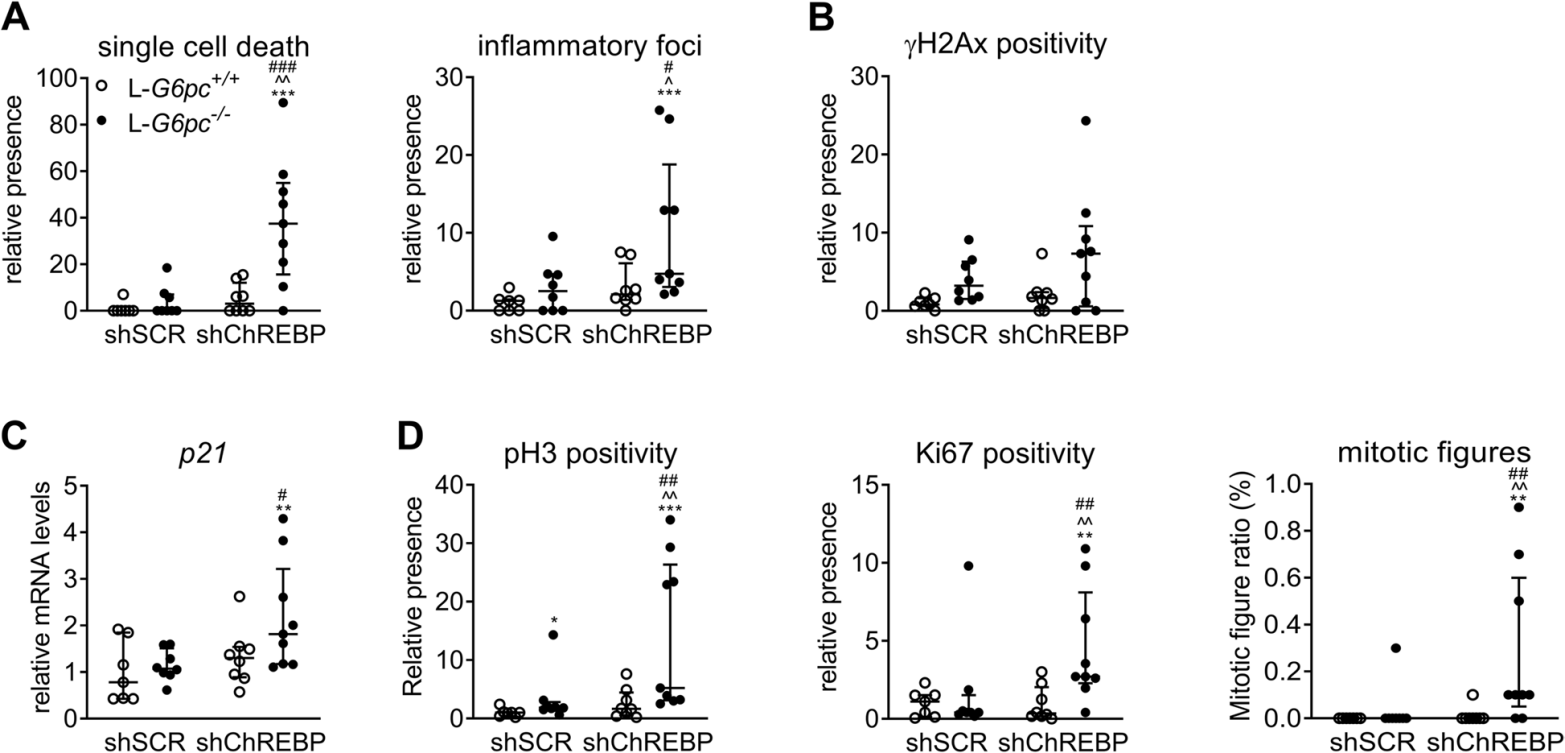
ChREBP knockdown in hepatic GSD Ia mice causes hepatocyte death, inflammation, DNA damage, and proliferation. (**A**) Single cell death and inflammatory foci, (**B**) γH2Ax positivity, (**C**) *p21* (*Cdkn1a*) expression, and (**D**) pH3 and Ki67 positivity and mitotic figures in livers after 10 days of shChREBP/L-*G6pc*^−/−^. A-D: median ± interquartile range; Kruskal Wallis H-test, post-hoc Conover pairwise comparisons, *p < 0.05, **p < 0.01, ***p < 0.001 vs shSCR/L-*G6pc*^+/+^; ^ vs shChREBP/L-*G6pc*^+/+^; # vs shSCR/L-*G6pc*.^−/−^ (*n* = 7–9)

**Table 1:** Gene set enrichment analysis on RNA-seq data of short-term shSCR- and shChREBP-treated L-*G6pc*^+*/*+^ and L-*G6pc*^*−/−*^ mice

	L-*G6pc*^*−/−*^ shSCR vs L-*G6pc*^+*/*+^ shSCR			L-*G6pc*^+*/*+^ shChREBP vs L-*G6pc*^+*/*+^ shSCR			L-*G6pc*^*−/−*^ shChREBP vs L-*G6pc*^*−/−*^ shSCR		
Gene set (size^a^)	NES	Nominal p-value	FDR q-value	NES	Nominal p-value	FDR q-value	NES	Nominal p-value	FDR q-value
P53 pathway (158)	1.22	0.109	0.286	**1.54**	**0.000**	**0.034**	**1.53**	**0.002**	**0.026**
G2/M checkpoint (153)	**1.66**	**0.000**	**0.018**	0.91	0.704	0.813	**1.93**	**0.000**	**0.001**
Oxidative stress (25)	-0.97	0.474	1.000	1.12	0.295	0.479	**1.47**	**0.045**	**0.187**
Apoptosis (122)	1.11	0.265	0.416	**1.54**	**0.005**	**0.032**	**1.66**	**0.000**	**0.012**
CIN29 (15)	**2.15**	**0.000**	**0.000**	**1.97**	**0.002**	**0.002**	**2.07**	**0.000**	**0.001**
cGAS-STING (39)	-1.10	0.289	0.627	1.03	0.402	0.607	**1.90**	**0.000**	**0.001**
MMC2-senescence (133)	**1.33**	**0.046**	**0.155**	**1.79**	**0.000**	**0.007**	**2.19**	**0.000**	**0.000**
Inflammatory response (114)	1.03	0.408	0.488	**1.94**	**0.000**	**0.002**	**1.98**	**0.000**	**0.001**
Epithelial mesenchymal transition (123)	-1.02	0.408	0.691	**1.81**	**0.000**	**0.007**	**2.01**	**0.000**	**0.001**

^a^size: refers to the size of the gene set after filtering out those genes that were not in the expression data set

### Prolonged hepatic ChREBP normalization in L-*G6pc*^−/−^ mice induces extreme hepatomegaly and sensitizes to hepatic inflammation

As these early changes suggested acceleration of metabolic-associated fatty liver disease towards advanced liver disease in response to shChREBP, we next evaluated the hepatic effects of prolonged normalized ChREBP activity in L-*G6pc*^−/−^ mice (Fig. S2A). Three weeks of ChREBP normalization reduced fed blood glucose levels and increased plasma ketone bodies, while body weight remained unaffected (Table 2). It furthermore exacerbated hepatomegaly as compared to 10-day ChREBP normalization (Fig. 2A-B, Table 2), and caused a concomitant progressive increase in plasma ALT levels (Fig. 2A) and hepatocyte vacuolization (Fig. 2B), highlighting the progressive nature of the liver disease. Hepatic G6P and glycogen contents were further increased in shChREBP/L-*G6pc*^−/−^ mice, while hepatic triglyceride contents varied, and relative hepatic protein content was reduced (Fig. 2D, Table 2). Hepatic water content was not different between shSCR/L-*G6pc*^−/−^ and shChREBP/L-*G6pc*^−/−^ mice (Fig. 2E). Livers of shChREBP/L-*G6pc*^−/−^ mice showed a marked increase in inflammatory foci, in line with GSEA data on short-term ChREBP normalization in hepatic GSD Ia (Table 1), while the expression of inflammatory genes *Il1β*, *Il6*, *Tnfα*, and *Cd68* was minimally or not (significantly) induced (Fig. 2F). 

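In the 10-day livers, 5 of 29 inflammatory response genes and 3 of 19 macrophage markers were higher with shChREBP in L-G6pc-/-, and 7 of 24 acute phase genes were lower. Cxcl10, a chemokine that attracts T cells, rose from 5.26 ± 2.15 CPM (SD, n = 8) to 15.7 ± 8.29 CPM (SD, n = 9), a log2 fold change of 1.57 (standard error 0.30, adjusted p = 0.000832 from edgeR). Of 29 measured genes of the inflammatory response list, 5 were higher and 24 did not pass (6 higher when adjusted over the list alone). For the list together, the camera adjusted p was 0.000552, adjusted p = 0.168 with an estimated correlation, and adjusted p = 0.0147 by camera without the libraries s29, s30, s32 and s33. Besides Cxcl10 the higher genes were Ccl9 (log2 fold change 0.45, adjusted p = 0.0109 from edgeR) and Ccl6 (0.89, adjusted p = 0.0325; chosen after its value was seen), both chemokines, Vcam1, which binds leukocytes to endothelium (0.66, adjusted p = 0.0173), and Il1rn, an antagonist that restrains interleukin-1 signalling (1.14, adjusted p = 0.0136). Without the 4 libraries Cxcl10 passed (1.32, adjusted p = 0.0237), and Ccl9 (0.46, adjusted p = 0.0892), Ccl6 (0.19, adjusted p = 0.859), Vcam1 (0.50, adjusted p = 0.272) and Il1rn (0.93, adjusted p = 0.219 from edgeR) did not. Of 19 measured markers of Kupffer cells and macrophages, 3 were higher and 16 did not pass (5 higher when adjusted over the list alone). Taken as a list, they had a camera adjusted p of 0.00202, adjusted p = 0.268 with an estimated correlation, and adjusted p = 0.0228 by camera without the 4 libraries. The higher markers were C1qa and C1qc, which encode chains of complement C1q, and Clec4f, a lectin of Kupffer cells. C1qa rose from 191 ± 50.2 CPM (SD, n = 8) to 285 ± 49.0 CPM (SD, n = 9; log2 fold change 0.58, adjusted p = 0.00645 from edgeR), and without the 4 libraries its log2 fold change was 0.40 (adjusted p = 0.239). C1qc (0.41, adjusted p = 0.296) and Clec4f (0.40, adjusted p = 0.259) did not pass there either. Of 24 acute phase genes, 1 was higher, Il1rn, 7 were lower and 16 did not pass (1 higher and 8 lower when adjusted over the list alone). As a list they had a camera adjusted p of 0.0426, adjusted p = 0.268 with an estimated correlation, and adjusted p = 0.227 by camera without the 4 libraries. Saa1 and Saa2, which encode serum amyloid A proteins and may share reads with each other, fell from 938.5 ± 793 to 281 ± 81.0 CPM (adjusted p = 0.00556) and from 821 ± 810 to 194 ± 75.4 CPM (adjusted p = 0.00573 from edgeR). Their log2 fold changes without the 4 libraries were -1.58 (adjusted p = 0.15) and -1.88 (adjusted p = 0.152), and 1 acute phase gene was lower there. With all libraries, hepatocyte identity genes also fell (median log2 fold change -0.38). Medians were positive for markers of cholangiocytes (0.40), stellate cells (0.20), sinusoidal endothelium (0.12) and macrophages (0.25). The list of sinusoidal endothelium did not pass by camera. Those of cholangiocytes (camera adjusted p = 0.0123) and stellate cells (adjusted p = 0.036) passed. With an estimated correlation these 2 did not (adjusted p = 0.157 and 0.25). Few markers of other leukocytes had enough counts to be tested: 3 of neutrophils, 2 of T and NK cells and 3 of B cells. Among them S100a8 of neutrophils, Ccl5 of T and NK cells and Igkc of B cells had log2 fold changes of 0.43, 0.53 and 0.52 (adjusted p = 0.437, 0.447 and 0.441 from edgeR). Without the 4 libraries Ngp of neutrophils (-0.35) and Il2rb of T and NK cells (-0.43) were negative. S100a8 (0.23), S100a9 (0.13), Ccl5 (0.46), Ighm (0.32), Igkc (0.22) and Jchain (0.27) were positive there, and none passed.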

The expression of fibrosis marker genes was increased in shChREBP/L-*G6pc*^−/−^ livers (Fig. 2G). Yet, at the histological level, this was not paralleled by enhanced hepatic collagen deposition (data not shown). These data indicate that prolonged hepatic ChREBP normalization in GSD Ia progressively exacerbates hepatomegaly and hepatocyte hypertrophy and predisposes to hepatic inflammation.

**Table 2:** General data of prolonged shSCR- and shChREBP-treated L-*G6pc*^+*/*+^ and L-*G6pc*^*−/−*^ mice

Variable Median (range)	L-*G6pc*^+*/*+^ shSCR	L-*G6pc*^+*/*+^ shChREBP	L-*G6pc*^*−/−*^ shSCR	L-*G6pc*^*−/−*^ shChREBP
Body weight (g)	29.3 (27.8–31.6)	27.4 (25.6–29.2)	29.1 (25.3–30.5)	27.6 (21.1–32.8)
Liver weight (g)	1.27 (1.14–1.75)	1.89 (1.28–2.10)^**^	2.06 (1.17–2.39)^***^	5.72 (2.15–9.20)^***^^^###^
Blood glucose (mmol/L)	11.1 (7.7–14.2)	10.4 (8.8–14.2)	9.2 (4.9–13.1)	4.9 (1.1–11.5)^***^^#^
**Liver**				
G6P (µmol/g liver)	0.47 (0.29–0.66)	0.53 (0.31–0.63)	1.38 (0.77–3.04)^***^^^^	1.71 (1.28–3.60)^***^^^^
G6P (µmol/liver)	0.65 (0.41–0.81)	1.00 (0.49–1.19)^*^	1.99 (1.50–6.26)^***^^^^	11.58 (2.75–19.15)^***^^^##^
Glycogen (mg/liver)	98 (68–136)	163 (93–224)^*^	190 (71–234)^**^	915 (151–1926)^***^^^##^
Triglycerides (µmol/liver)	8.7 (0.1–23.9)	79.3 (7.6–106.1)^***^	60.8 (22.3–80.7)^**^	50.3 (0.6–238.9)^**^
Free cholesterol (µmol/g liver)	3.94 (2.70–4.54)	3.36 (3.23–3.91)^*^	3.46 (2.97–4.02)	2.20 (1.13–5.43)^**^
Free cholesterol (µmol/liver)	5.08 (3.74–6.44)	6.31 (4.88–7.01)	6.92 (4.71–8.23)^**^	11.73 (10.23–14.48)^***^^^###^
Cholesteryl-esters (µmol/g liver)	0.68 (0.02–0.94)	1.80 (0.57–3.02)^**^	1.85 (1.16–3.03)^**^	1.23 (0.10–5.47)^*^
Cholesteryl-esters (µmol/liver)	0.83 (0.03–1.65)	3.57 (0.73–4.78)^**^	3.23 (2.26–5.11)^***^	7.73 (0.79–11.77)^***^
Total cholesterol (µmol/g liver)	4.45 (2.91–5.27)	5.13 (3.98–6.51)	5.27 (4.14–6.68)	3.36 (1.33–10.90)
Total cholesterol (µmol/liver)	5.87 (4.02–7.93)	10.01 (5.73–10.73)^**^	9.93 (6.97–13.15)^***^	20.06 (11.03–24.79)^***^^^###^
Protein (mg/liver)	300 (241–401)	381 (290–412)	430 (229–481)^**^	656 (394–821)^***^^^##^
**Plasma**				
Lactate (mmol/L)	3.94 (3.46–5.83)	4.72 (3.53–6.09)	5.62 (4.02–7.17)	5.03 (2.65–6.38)
Total ketone bodies (mmol/L)	0.072 (0.055–0.112)	0.087 (0.055–0.165)	0.082 (0.059–0.197)	0.123 (0.090–0.224)^**^#^
3HB (mmol/L)	0.069 (0.051–0.109)	0.084 (0.052–0.161)	0.079 (0.056–0.192)	0.121 (0.087–0.219)^**^#^
ACA (mmol/L)	0.003 (0.002–0.007)	0.004 (0.003–0.007)	0.003 (0.002–0.005)	0.003 (0.000–0.005)
FFA (µmol/L)	153 (96–259)	166 (129–254)	224 (69–306)	167 (97–409)

*p < 0.05, **p < 0.01, ***p < 0.001 vs shSCR/L-*G6pc*^+/+^; ^ vs shChREBP/L-*G6pc*^+/+^; # vs shSCR/L-*G6pc*^-/-^

**Fig. 2:**
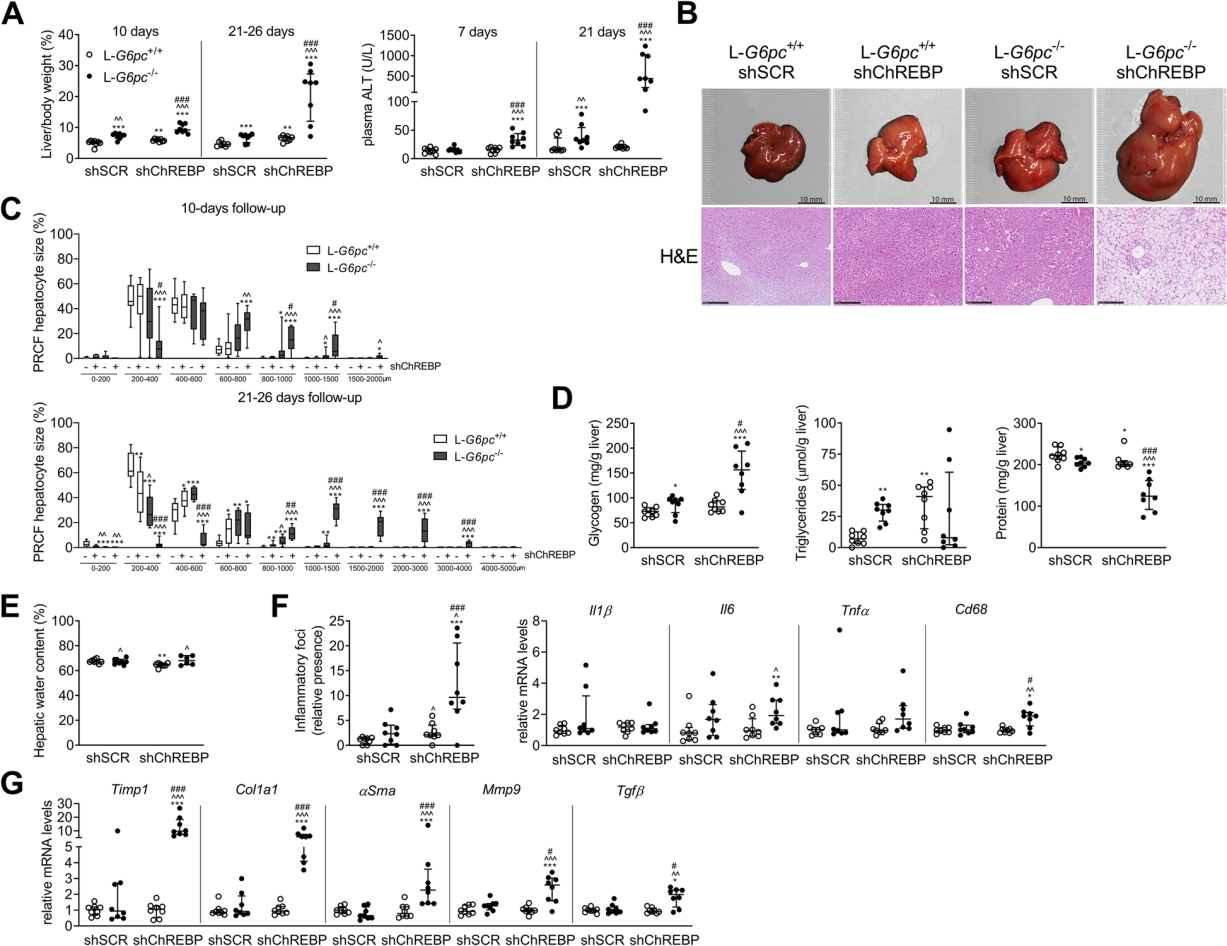
Prolonged hepatic ChREBP normalization in L-*G6pc*^−/−^ mice progressively induces hepatomegaly and sensitizes to hepatic inflammation. (**A**) Liver weight and plasma ALT levels in shChREBP/L-*G6pc*^−/−^ mice (*n* = 8). (**B**) Representative macroscopic liver photos and photos of H&E stainings of livers, and (**C**) Percent relative cumulative frequency (PRCF) of hepatocyte size. (**D**) Hepatic glycogen, triglyceride, and protein content (*n* = 8), (**E**) hepatic water content, (**F**) number of inflammatory foci and inflammatory gene expression, and (**G**) fibrosis marker gene expression in livers of shChREBP/L-*G6pc*^−/−^ mice (*n* = 6–9). A, D-G: median ± interquartile range. C: box-and-whisker plots. A-G: Kruskal Wallis H-test, post-hoc Conover pairwise comparisons, *p < 0.05, **p < 0.01, ***p < 0.001 vs shSCR/L-*G6pc*^+/+^; ^ vs shChREBP/L-*G6pc*^+/+^; # vs shSCR/L-*G6pc*^−/−^

### Prolonged hepatic ChREBP normalization in L-*G6pc*^−/−^ mice promotes the transcriptional activity of Yes Associated Protein (YAP)

To further investigate the origin of the extreme liver enlargement observed in hepatic GSD Ia mice upon prolonged ChREBP normalization (Fig. 2A), we next assessed hepatocyte proliferation. Indeed, livers of shChREBP/L-*G6pc*^−/−^ mice showed an increase in mitotic figures and the number of BrdU-positive hepatocytes (Fig. 3A, Fig. S2B). They also exhibited an induction of YAP target genes (Fig. 3B) in parallel to increased nuclear YAP protein levels, while p-YAP/YAP ratios remained unaffected as compared to shSCR-treated controls (Fig. 3C). Interestingly, within shChREBP/L-*G6pc*^−/−^ mice, relative liver weights, mRNA levels of YAP-target gene *Ctgf* (*Ccn2*), and hepatic glycogen contents were positively correlated (Fig. 3D, S2F). In line with our previous work [18], ChREBP normalization in L-*G6pc*^−/−^ mice suppressed the expression of *Cyp8b1* (Fig. 3E). It furthermore reduced the hepatic expression of bile acid transporters *Ntcp* (*Slc10a1*) and *Bsep* (*Abcb11*) (Fig. 3E) while increasing plasma bile acid levels (Fig. 3F). Interestingly, relative liver weight correlated significantly yet moderately with total plasma bile acid (*r* = 0.3000, *p* < 0.05) across different study cohorts (*n* = 64). In the current study cohort, plasma bile acids levels also positively correlated with *Ctgf* mRNA levels (*r* = 0.6884, *p* < 0.0001 (*n* = 32)). Combined, these data indicate that prolonged hepatic ChREBP normalization in hepatic GSD Ia mice enhances YAP activity, which may be mediated by hepatocyte-autonomous effects, such as cellular glycogen accumulation, and/or by hepatic bile acid sensing.

**Fig. 3:**
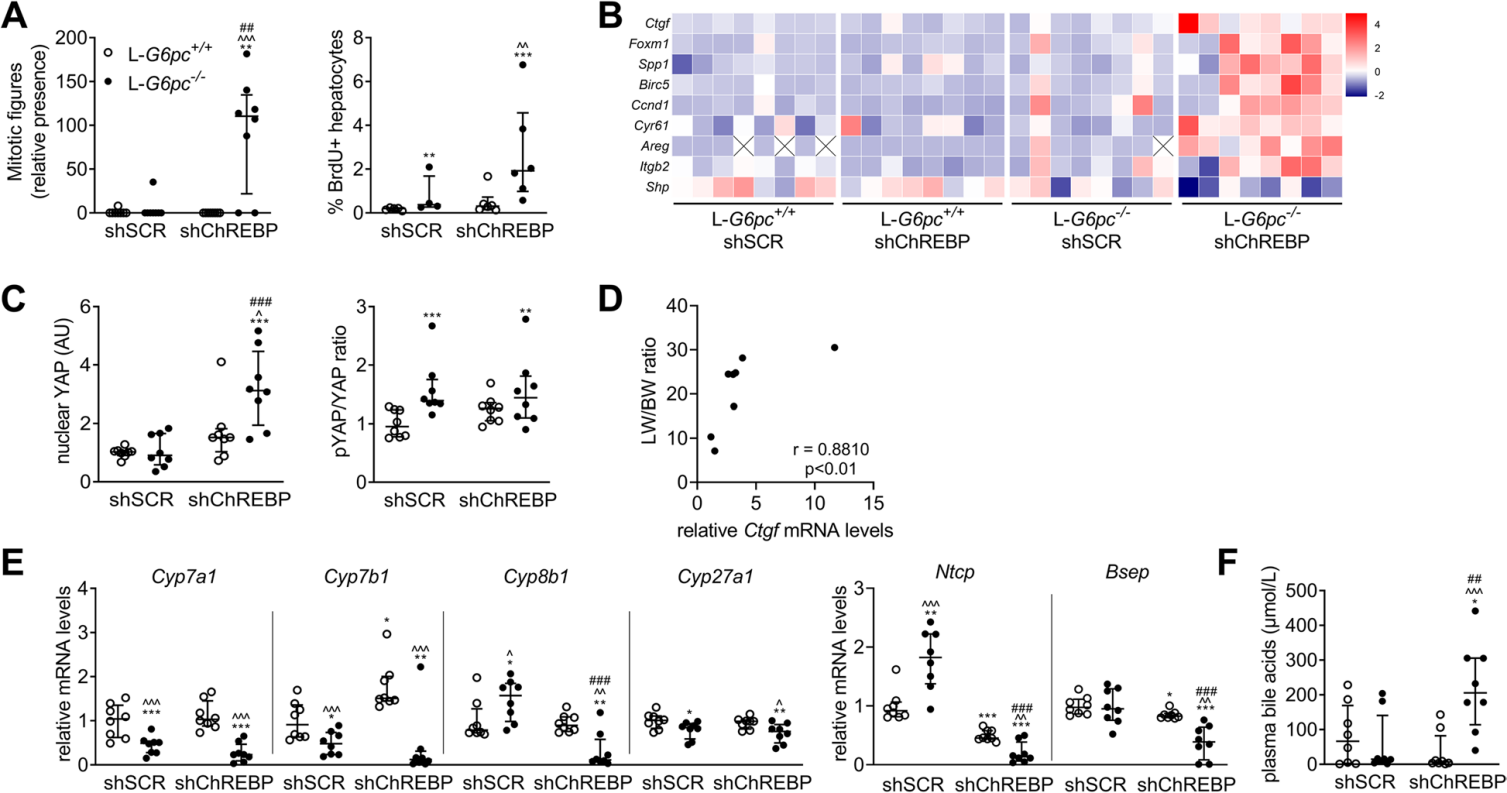
Prolonged hepatic ChREBP normalization in L-*G6pc*^−/−^ mice promotes Yes Associated Protein (YAP) transcriptional activity. Data after 21–26 days of shChREBP/L-*G6pc*^−/−^ and *n* = 8, unless stated otherwise. (**A**) Mitotic figures and BrdU positivity (*n* = 4–6, 20–21 days). (**B**) YAP-target genes and *Shp*. (**C**) YAP nuclear protein and whole liver lysate pYAP/YAP ratio (Blots/Ponceau S: Fig. S2C-E). (**D**) Correlations between liver weight and *Ctgf* expression in shChREBP/L-*G6pc*^−/−^ mice. (**E**) Expression of bile acid synthesis enzymes and transporters, and (**F**) Total plasma bile acid levels. A/C/F-G: median ± interquartile range. E: box-and-whisker plots. A/C/F-G: Kruskal Wallis H-test, post-hoc Conover pairwise comparisons, *p < 0.05, **p < 0.01, ***p < 0.001 vs shSCR/L-*G6pc*^+/+^; ^ vs shChREBP/L-*G6pc*^+/+^; # vs shSCR/L-*G6pc*^−/−^

### Prolonged ChREBP knockdown in L-*G6pc*^−/−^ mice induces hepatocyte DNA damage, cellular senescence, and hepatocyte dedifferentiation

As short-term ChREBP-normalized hepatic GSD Ia mice suggested induction of chromosomal instability, DNA damage, cGAS-STING, and cellular senescence (Fig. 1F, Table 1), we also investigated these parameters upon prolonged ChREBP normalization. 

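Among the 12 measured genes of CIN29, the chromosomal instability list of the paper, Cdc20, Aurka and Cdk1 were higher with shChREBP in L-G6pc-/- livers at 10 days and 9 did not pass (8 higher when adjusted over the list alone). Aurka, which organizes the mitotic spindle, went from 3.92 ± 1.68 CPM (SD, n = 8) to 16.5 ± 11.4 CPM (SD, n = 9), and Cdk1 from 10.1 ± 4.50 CPM (SD, n = 8) to 32.8 ± 24.3 CPM (SD, n = 9). Rad21, a subunit of the cohesin that holds sister chromatids together, had a log2 fold change of 0.30 and did not pass (adjusted p = 0.0612 from edgeR). The list had a camera adjusted p of 0.000645 (adjusted p = 0.152 with an estimated correlation, and adjusted p = 0.0191 by camera without the libraries s29, s30, s32 and s33). Over its 15 members in the normalized values it had a normalized enrichment score (NES) of 2.19 (jackknife error 0.123 over libraries, p = 0.000185 from 10000 permutations of genes with fgsea). Of 129 measured genes of MMC2-senescence, 9 were higher and 120 did not pass (9 higher when adjusted over the list alone). Camera gave the list an adjusted p of 0.000531, adjusted p = 0.135 with an estimated correlation, and adjusted p = 0.00569 by camera without the 4 libraries. Lacc1, an enzyme of macrophage metabolism, rose by 0.90 on the log2 scale (adjusted p = 0.00483 from edgeR), next to Cdkn1a, Cxcl10 and Mcm6, whose product opens DNA for replication. Lacc1 did not pass without the 4 libraries (0.57, adjusted p = 0.254 from edgeR), where 1 gene each of CIN29 and MMC2-senescence was higher. The NES of MMC2-senescence was 1.855 over 138 members (jackknife error 0.164, p = 0.000161 from the same permutations). The part of the list that holds Mcm6 and other replication genes had an NES of 1.85, and the other part 1.53. These values cannot tell senescence from replication. Of 14 measured genes of DNA damage response and repair, none passed by edgeR, with 0 at an unadjusted p under 0.05 and 0 by DESeq2, limma-voom and limma on the deposited values. Atm, a kinase that signals DNA breaks, had a log2 fold change of 0.19 (adjusted p = 0.314 from edgeR), and the list had a camera adjusted p of 0.423 (0.754 without the 4 libraries). Of 38 measured genes of cytosolic DNA sensing, 7 were higher and 31 did not pass (8 higher and 1 lower when adjusted over the list alone). For the list together, the camera adjusted p was 0.00939, adjusted p = 0.135 with an estimated correlation, and adjusted p = 0.0296 by camera without the 4 libraries. The higher genes included Polr3d, a subunit of RNA polymerase III (log2 fold change 0.86, adjusted p = 0.0046 from edgeR), Zbp1, a sensor of nucleic acids (1.08, adjusted p = 0.00881), Ikbkg, which activates NF-κB (0.52, adjusted p = 0.018), and Cxcl10. Ddx58, also higher and chosen after its value was seen (0.46, adjusted p = 0.0462 from edgeR), encodes RIG-I, which senses RNA. Without the 4 libraries Cxcl10 passed (1.32, adjusted p = 0.0237), and Polr3d (0.60, adjusted p = 0.228), Zbp1 (0.45, adjusted p = 0.552), Ikbkg (0.20, adjusted p = 0.628) and Ddx58 (0.32, adjusted p = 0.459 from edgeR) did not. Cgas had too few counts to be tested, with 39 in the 8 shSCR/L-G6pc-/- libraries and 80 in the 9 shChREBP/L-G6pc-/- libraries together. In the same comparison macrophage markers had a median log2 fold change of 0.25 and hepatocyte identity genes of -0.38. Whether a change in the share of cell types contributes to the senescence and DNA sensing lists was not tested.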

Prolonged ChREBP knockdown in L-*G6pc*^−/−^ mice induced chromosomal instability (CIN) marker genes (Fig. 4A). In parallel, histopathological analysis revealed an incidence of chromosome bridges, a hallmark of CIN [19], in these animals (Fig. 4A). Hepatic ChREBP knockdown also tended to further increase nuclear ploidy in L-*G6pc*^−/−^ mice (Fig. 4B). This was paralleled by a strong increase in γH2Ax positivity (Fig. 4C, Fig. S3A). PARP cleavage was not different between shChREBP- and shSCR/L-*G6pc*^−/−^ mice (Fig. 4C, Fig. S3B). shChREBP/L-*G6pc*^−/−^ mice showed increased mRNA levels of *Cgas* as well as the cellular senescence marker genes *p16*^*INK4a*^, *p19*^*ARF*^ (both encoded from the *Cdkn2a* locus), and *p21* (*Cdkn1a*), and a massive increase in hepatic p21 protein levels (Fig. 4D). Strikingly, hepatic ChREBP knockdown in L-*G6pc*^−/−^ mice reduced long non-coding *Hnf4aos* and total *Hnf4a* mRNA and HNF4A peptide levels, while increasing *Hnf4a-P2*/*Hnf4a-P1* ratio (Fig. 4E). As reduced *Hnf4aos* (HNF4A-AS1) and HNF4A expression are associated with hepatocyte dedifferentiation and advanced liver disease including liver cancer [20–27], these changes likely reflect hepatocellular dedifferentiation in shChREBP/L-*G6pc*^−/−^ mice. Reporter transcription factors analysis revealed that ChREBP- and HNF4A-targeted transcriptomes showed parallel responses to hepatic *G6pc* deficiency and combined *G6pc* deficiency/*Chrebp* normalization (Fig. 4F). 

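At 10 days, 18 of 29 genes with known ChREBP binding were higher with G6pc deficiency and 16 were lower with shChREBP in L-G6pc-/- livers. Targets of HNF4A moved both ways with G6pc deficiency and more of them fell than rose with shChREBP. Khk, which encodes the ketohexokinase of fructose metabolism, rose by 1.07 on the log2 scale in shSCR/L-G6pc-/- against shSCR/L-G6pc+/+ livers (adjusted p = 6.03e-08 from edgeR). It fell from 1150.4 ± 132 CPM (SD, n = 8) to 650 ± 109 CPM (SD, n = 9) with shChREBP (log2 fold change -0.82, adjusted p = 9.02e-06). Mttp, which encodes a transfer protein for lipoprotein assembly and is on both lists, went from 222 ± 23.2 CPM (SD, n = 8) to 98.2 ± 20.3 CPM (SD, n = 9) with shChREBP (log2 fold change -1.18, standard error 0.13, adjusted p = 1.06e-07 from edgeR). Of 29 ChREBP targets, 18 were higher, 1 was lower and 10 did not pass with G6pc deficiency (23 higher and 1 lower when adjusted over the list alone). Taken as a list, they had a camera adjusted p of 1.26e-42, and adjusted p = 0.000118 with an estimated correlation. With shChREBP in L-G6pc-/- livers, 16 were lower, 1 was higher and 12 did not pass (18 lower and 1 higher when adjusted over the list alone). As a list they had a camera adjusted p of 1.91e-15, adjusted p = 0.082 with an estimated correlation, and adjusted p = 4.34e-14 by camera without the libraries s29, s30, s32 and s33. Without these 4 libraries 6 were lower. The higher gene, chosen after its value was seen, was Fgf21, a hepatic hormone of fasting (1.54, adjusted p = 0.0142 from edgeR; 1.30 without the 4 libraries, adjusted p = 0.19). Of 20 genes of de novo lipogenesis, 11 fell and 9 did not pass (15 lower when adjusted over the list alone), among them Acaca, acetyl-CoA carboxylase (log2 fold change -1.22, adjusted p = 4.16e-05 from edgeR), and Acly, ATP citrate lyase (-1.33, adjusted p = 6.95e-05). Camera gave the list an adjusted p of 1.91e-15, adjusted p = 0.0828 with an estimated correlation, and adjusted p = 4.25e-12 by camera without the 4 libraries. Without the 4 libraries 3 lipogenesis genes were lower. Acaca and Acly still passed there (-0.98, adjusted p = 0.0136, and -1.05, adjusted p = 0.0195 from edgeR), as did Mttp (-1.04, adjusted p = 0.000166) and Khk (-0.73, adjusted p = 0.00235). Of 41 measured HNF4A targets, 6 were higher, 4 were lower and 31 did not pass with G6pc deficiency (7 higher and 7 lower when adjusted over the list alone; camera adjusted p = 0.295). Apoa4, an apolipoprotein, rose by 3.14 on the log2 scale (adjusted p = 2.85e-14 from edgeR), and Cyp27a1, a bile acid synthesis enzyme, fell by 0.85 (adjusted p = 5.72e-06). With shChREBP in L-G6pc-/- livers, 13 were lower, 4 were higher and 24 did not pass (16 lower and 4 higher when adjusted over the list alone). For the list together, the camera adjusted p was 4.00e-09, adjusted p = 0.133 with an estimated correlation, and adjusted p = 0.000152 by camera without the 4 libraries. There 5 were lower and 1 was higher. Slc10a1, the bile acid uptake transporter NTCP, went from 149 ± 28.2 CPM (SD, n = 8) to 39.9 ± 15.0 CPM (SD, n = 9). Its log2 fold change was -1.90 (standard error 0.19, adjusted p = 2.78e-08 from edgeR) and -1.59 without the 4 libraries (adjusted p = 4.15e-05). F7, coagulation factor VII, fell by 0.68 on the log2 scale (adjusted p = 0.00017). The 4 higher genes, chosen after their values were seen, were Abcg5 and Abcg8, a sterol transporter pair (log2 fold changes 0.67 and 0.80, adjusted p = 0.0225 and 0.0412 from edgeR), Cyp2c70, which makes muricholic acids (0.52, adjusted p = 0.0136), and Serpina1e, an antitrypsin paralog (1.60, adjusted p = 0.00433). Without the 4 libraries Serpina1e passed (1.64, adjusted p = 0.0464), and Abcg5 (0.73, adjusted p = 0.1), Abcg8 (0.91, adjusted p = 0.119) and Cyp2c70 (0.41, adjusted p = 0.245 from edgeR) did not. Of 29 hepatocyte identity genes, 12 were lower and 17 did not pass (14 lower when adjusted over the list alone). Taken as a list, they had a camera adjusted p of 4.79e-08, adjusted p = 0.133 with an estimated correlation, and adjusted p = 0.000202 by camera without the 4 libraries. In the fit without them 1 of the 29 was lower. With all libraries 3 of 19 macrophage markers were higher in the same comparison. Both comparisons use the 8 shSCR/L-G6pc-/- libraries, so an opposite direction in the 2 may arise in part from the shared group. How large this part is was not tested.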

In parallel, hepatic *Alb* and *Hgfac* mRNA levels were reduced and *Afp* expression was induced (Fig. 4G), while *Krt19* and *Sox9* remained unchanged (Fig. 4H). Taken together, these data indicate that prolonged ChREBP normalization in GSD Ia hepatocytes aggravates CIN while inducing DNA damage, cGAS-STING pathway activation, cellular senescence, and hepatocellular dedifferentiation.

**Fig. 4:**
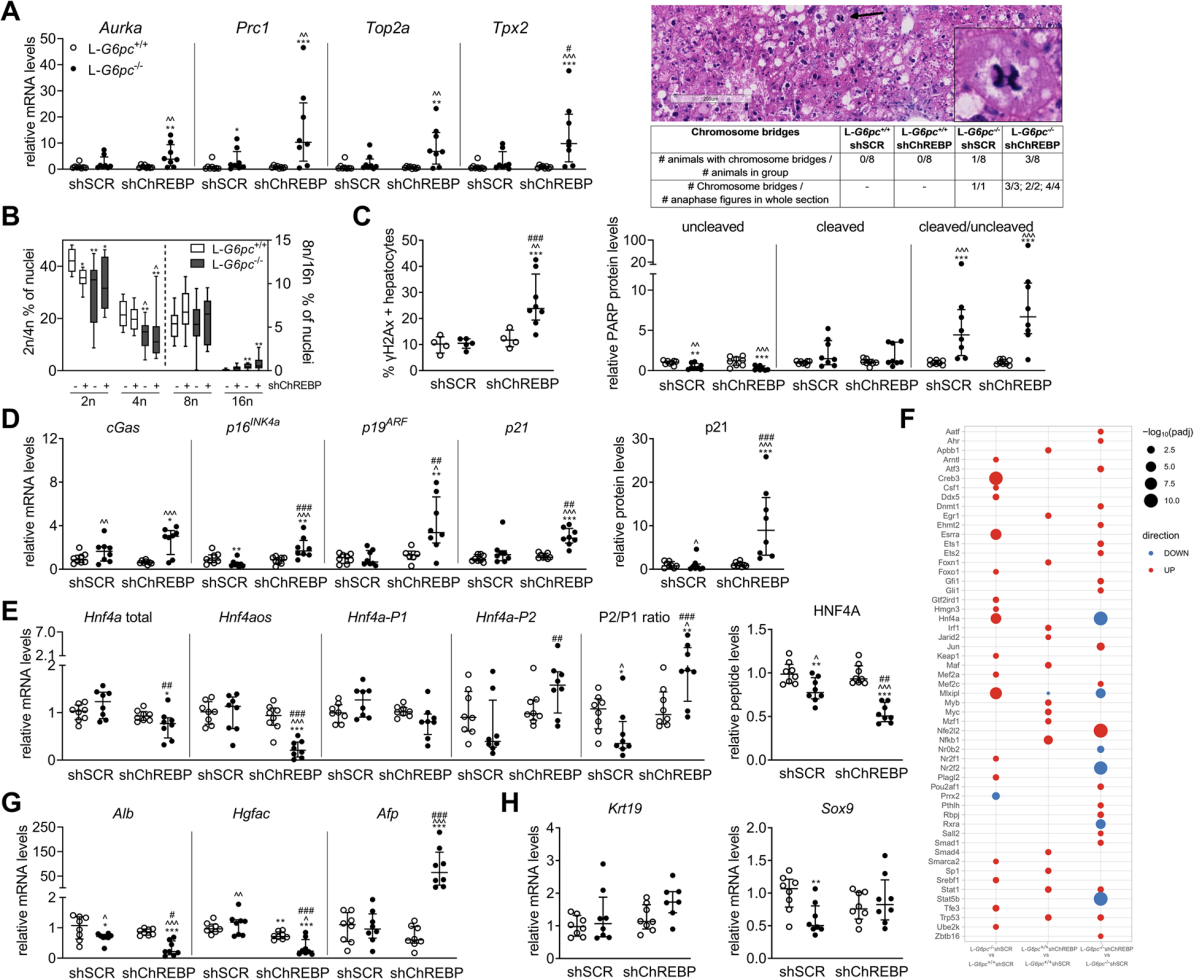
Prolonged ChREBP knockdown in L-*G6pc*^−/−^ mice induces DNA damage, cellular senescence, and hepatocyte dedifferentiation. Data after 21–26 days of shChREBP/L-*G6pc*^−/−^ and *n* = 8/group, unless stated otherwise. (**A**) CIN marker genes, spontaneous chromosome bridge incidence (with representative image), (**B**) Hepatocyte ploidy, (**C**) γH2Ax positivity (*n* = 4–8/group) and PARP protein expression, (**D**) *Cgas* and senescence-associated genes and p21 protein, and (**E**) HNF4A-related genes. (**F**) Reporter transcription factors analysis (after 10 days of shChREBP/L-*G6pc*^−/−^). (**G**-**H**) Hepatocyte differentiation marker genes (*n* = 7–8). Blots/Ponceau S: Fig. S4B-C. A/C-E/G-H: median ± interquartile range. B: box-and-whisker plots. A-E/G-H: Kruskal Wallis H-test, post-hoc Conover pairwise comparisons, *p < 0.05, **p < 0.01, ***p < 0.001 vs shSCR/L-*G6pc*^+/+^; ^ vs shChREBP/L-*G6pc*^+/+^; # vs shSCR/L-*G6pc*^−/−^

## Discussion

The current study shows that normalization of hepatic ChREBP activity in GSD Ia liver induces progressive and extreme dysplastic liver growth, hepatocyte hypertrophy and -proliferation, YAP activation, cholestasis, CIN, DNA damage, cGAS-STING pathway activation, inflammation, cellular senescence, and hepatocellular dedifferentiation. Altogether, our data indicate that constitutive ChREBP activation in hepatic GSD Ia protects against advanced liver disease development, and disqualifies ChREBP as a therapeutic target for treatment of liver disease in GSD Ia.

A key finding in this study is that aggravation of hepatomegaly upon hepatic ChREBP knockdown in GSD Ia liver associates with enhanced nuclear levels and activity of YAP, a transcription factor that is critical for homeostatic control of liver size [28–32]. It was previously shown that hepatic YAP cooperates with ChREBP to regulate glycolytic and lipogenic gene expression [33], while our current work indicates that YAP is activated when ChREBP activity is reduced in hepatic GSD Ia. As we did not observe altered YAP activity upon hepatic ChREBP knockdown in wildtype mice, we propose that its activation is triggered by ChREBP-dependent physiological changes that occur within the context of hepatic GSD Ia. Among these, modulated bile acid metabolism was of primary interest to us, as we have previously implicated hepatic ChREBP in regulation of bile acid metabolism in GSD Ia [18], while hepatocyte YAP is activated upon high bile acid exposure [34, 35]. In agreement with these studies, plasma bile acids levels were increased upon hepatic ChREBP knockdown in GSD Ia liver. Moreover, the massive hepatocyte hypertrophy observed in ChREBP-normalized GSD Ia mice severely perturbed the cellular architecture of the liver, thereby likely distorting the bile canalicular system and impairing hepatic bile acid secretion. This may in turn have caused intrahepatic accumulation of bile acids and consequent YAP activation [35]. It was recently reported that accumulation of hepatic glycogen after 3 months of hepatocyte *G6pc* deletion induces hepatocyte phase separation and formation of glycogen-Mst1/2 aggregates. As this aggregation relieves the inhibitory phosphorylation of hepatic YAP by Mst1/2 signalling, it contributes to hepatomegaly in progressed GSD Ia [36]. Previous work [8, 37] and our current study indicate that attenuation of hepatic ChREBP activity aggravates hepatic glycogen storage in hepatic GSD Ia, while in the current study we show that ChREBP silencing activates hepatocyte YAP. However, as shSCR/L-*G6pc*^−/−^ mice did not exhibit hepatic YAP activation, and ChREBP normalization did not decrease YAP phosphorylation, glycogen-dependent Mst1/2 sequestration most likely contributes to YAP activation during advanced hepatic GSD Ia. As we primarily aimed to evaluate the role of ChREBP in liver disease progression in GSD Ia, the mechanisms underlying the observed YAP activation were not addressed and warrant follow-up studies.

An increased presence of chromosome bridges, induction of CIN marker genes, and enhanced DNA damage and hepatocyte death in shChREBP/L-*G6pc*^−/−^ mice indicate that ChREBP activation protects against chromosomal instability in hepatic GSD Ia. These changes likely reflect a high degree of hepatocellular stress and damage which may occur as a consequence of activated YAP [38]. On the other hand, DNA damage may trigger hepatocyte renewal through liver regeneration and YAP activation [39, 40]. However, the enrichment of CIN genes, enhanced PARP cleavage, and presence of chromosome bridges that occur in absence of YAP activation in shSCR/L-*G6pc*^−/−^ mice suggest that CIN/DNA damage occurs prior to YAP activation in early hepatic GSD Ia. 

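In shSCR/L-G6pc-/- livers at 10 days, mitotic genes lay above their level in shSCR/L-G6pc+/+ livers as lists by camera at the preset correlation. The lists did not pass with an estimated correlation, and no single member passed the test by edgeR. Chance cannot be excluded for the number of lists passing in this comparison. It was 14, against up to 20 in other splits of the libraries, with 12 of 100 splits as large (the real split among them). Aurka went from 1.40 ± 1.07 CPM (SD, n = 8) to 3.92 ± 1.68 CPM (SD, n = 8), a log2 fold change of 1.31 (standard error 0.54, adjusted p = 0.223 from edgeR), and Top2a, the topoisomerase that untangles DNA, from 7.73 ± 6.23 CPM to 20.3 ± 10.2 CPM (1.37, adjusted p = 0.158). Prc1, which cross-links the central spindle, had a log2 fold change of 1.46 (adjusted p = 0.26 from edgeR), and Cep250, a centrosome linker, 0.53 (adjusted p = 0.127). The 12 measured CIN29 genes had a median log2 fold change of 0.60 (camera adjusted p = 0.00247, and adjusted p = 0.29 with an estimated correlation). Over the 15 members in the normalized values the NES was 2.16 (jackknife error 0.111, p = 0.000174 from 10000 permutations of genes with fgsea). By edgeR 0 of the 12 passed, with 5 at an unadjusted p under 0.05, 0 by DESeq2 and limma-voom, 1 by limma on the deposited values and 0 when adjusted over the list alone. The 17 measured genes of mitosis and G2/M had a median of 1.07 (camera adjusted p = 1.83e-07, and adjusted p = 0.27 with an estimated correlation), and 1 passed when adjusted over the list alone. By edgeR 0 passed over all genes, with 9 at an unadjusted p under 0.05 and 1 each by DESeq2, limma-voom and limma on the deposited values. Of 22 measured YAP targets, 0 passed by edgeR, with 4 at an unadjusted p under 0.05, 0 by DESeq2, limma-voom and limma on the deposited values and 0 when adjusted over the list alone. The YAP list had a median log2 fold change of -0.01 and a camera adjusted p of 0.936. The 6 measured YAP targets of the paper's RT-qPCR had a median of 0.40, with 4 positive, and did not pass as a list (camera adjusted p = 0.178). By edgeR 0 of these 6 passed, with 3 at an unadjusted p under 0.05.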

Our data also indicate that ChREBP normalization in hepatic GSD Ia activates the cytosolic DNA-sensing cGAS-STING pathway [41, 42]. Enhanced cGAS-STING signalling, in turn, likely contributes to the observed induction of cellular senescence [41] in shChREBP/L-*G6pc*^−/−^ mice. Increased YAP activity, CIN, and aberrant cell division in ChREBP-normalized L-*G6pc*^−/−^ mice associated with increased hepatocyte dedifferentiation and trends towards increases in hepatocyte ploidy, in agreement with previous studies in non-GSD Ia contexts [29, 35, 37, 43–46]. Interestingly, the hepatic expression of *Hnf4aos,* a non-coding RNA which is associated with hepatocyte differentiation and, when decreased, has been linked to advanced liver disease in humans [25–27]*,* was lower in these animals. Consistently, ChREBP normalization in L-*G6pc*^−/−^ mice increased the ratio of the *Hnf4α* isoforms *Hnf4αP2/P1*, halved HNF4A protein expression levels, and suppressed HNF4α-regulated genes, which was consistently paralleled by induction of dedifferentiation- and proliferation-related gene expression [47].

Our finding that ChREBP controls the degree of hepatomegaly and the progression to non-alcoholic steatohepatitis (NASH) is in line with previous studies [37, 48, 49]. Importantly, our current work indicates that ChREBP activation in hepatic GSD Ia protects against hepatocellular dedifferentiation, and suggests that it may decelerate tumorigenesis. This is the first study that attributes a potential protective role for ChREBP in liver tumour development, and our findings are in line with published work showing that YAP expression induces or associates with liver tumour formation [28, 30, 34], that reduced HNF4A expression is linked to liver tumour risk in mice and humans [20–24], and that YAP represses HNF4A target genes [46]. The animal discomfort associated with extreme hepatomegaly that we observed upon attenuation of hepatic ChREBP activity in GSD Ia, however, prevented us from performing longer follow-up studies and thus assessment of liver tumour formation. Interestingly, although attenuation of ChREBP expression in GSD Ia mouse liver induced p53 activation and cell death, this was paralleled by increased proliferation, oncogenic YAP activation, and hepatocyte dedifferentiation. This is likely partly explained by the hepatic regenerative response induced in vivo, in which the consequence of hepatocyte death is not limited to single cells but impacts on the liver as a whole. Moreover, when comparing our current findings on hepatic GSD Ia to published work on hepatic ChREBP in liver tumour development [11, 15], its role appears to be disease-specific. Altogether, these insights underline the importance of establishing the context-specific roles of ChREBP to define its therapeutic potential for prevention and/or treatment of liver disease and tumour development.

## Conclusions

In summary, we show that ChREBP normalization in hepatic GSD Ia induces hepatocellular stress, chromosomal instability, DNA damage, and cGAS-STING pathway activation and provokes hepatocyte damage and inflammation, cellular senescence, and hepatocyte dedifferentiation. We hypothesize that hepatic YAP is induced to remove the damaged cells and to stimulate hepatocyte regeneration in order maintain liver function [40]. However, persistent metabolic stress, chromosomal instability, and DNA damage induced upon long-term ChREBP suppression in hepatic GSD Ia result in constitutive YAP activation, hence likely predisposing to liver tumorigenesis. Altogether, we propose that by sensing and balancing intracellular glucose levels [50], hepatic ChREBP decelerates hepatomegaly induction, liver disease progression, and hepatocellular tumour formation in GSD Ia.

## Financial support

This work was supported by a VIDI grant from the Dutch Scientific Organization, a grant from the Stichting Vrienden Beatrix Kinderziekenhuis (Foundation Friends Beatrix Children’s Hospital), and a grant from the De Cock-Hadders Foundation. In addition, this work is supported by European Union’s Horizon 2020 research and innovation program under the Marie Sklodowska-Curie grant agreement PoLiMeR, No 812616. M.H.O holds a Rosalind Franklin Fellowship from the University of Groningen.

## Supplementary Information

**Additional file 1:** Supplementary Materials and Methods, Supplementary Figures, SupplementaryTables, Supplementary References.

## Data Availability

RNA-sequencing data has previously been submitted to GEO (Gene Expression Omnibus) under GSE143357, which is yet to be made publicly available. Data generated or analysed during this study are included in this published article and its supplementary information files. Additional raw datasets and/or data files used and/or analysed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

GSD Ia: Glycogen Storage Disease type 1a
G6PC/G6Pase-α: Glucose-6-phosphatase, catalytic subunit
G6P: Glucose-6-phosphate
ChREBPα/β (MLXIPL): Carbohydrate Response Element Binding Protein alpha/beta
L-*G6pc*^−^^/^^−^ mice: Hepatocyte-specific *G6pc* knockout mice
cGAS-STING: Cyclic GMP-AMP synthase-stimulator of interferon genes
IEM: Inborn error of metabolism
NAFLD: Non-alcoholic fatty liver disease
HCC: Hepatocellular carcinoma
dpt: Days post treatment (= days post final tamoxifen injection)
GSEA: Gene set enrichment analysis
IQR: Interquartile range
shRNA: Small hairpin RNA
siRNA: Small interfering RNA
YAP: Yes Associated Protein
CIN: Chromosomal instability
HNF4A: Hepatocyte Nuclear Factor 4 Alpha
*Hnf4aos*/HNF4A-AS1: HNF4A, opposite strand / HNF4A antisense RNA 1
*Alb*: Albumin
*Hgfac*: Hepatocyte growth factor activator
*Afp*: Alpha-fetoprotein
*Krt19*: Keratin 19
*Sox9*: SRY-box transcription factor 9
NASH: Non-alcoholic steatohepatitis
H&E: Hematoxylin&Eosin
PRCF: Percent relative cumulative frequency
IHC: Immunohistochemistry

# Supplementary material for: Normalization of hepatic ChREBP activity does not protect against liver disease progression in a mouse model for Glycogen Storage Disease type Ia
**Source:** Cancer Metab. 2023 Apr 21;11:5. doi: 10.1186/s40170-023-00305-3
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Materials and Methods, Supplementary Figures, SupplementaryTables, Supplementary References.

**Supplementary material, accompanying the manuscript:**

Normalization of hepatic ChREBP activity does not protect against liver disease progression in a mouse model for Glycogen Storage Disease type Ia

**Authors**

Martijn G.S. Rutten^1^, Yu Lei^1^, Joanne H. Hoogerland^1^, Vincent W. Bloks^1^, Hong Yang^2^, Trijnie Bos^3^, Kishore A. Krishnamurthy^1^, Aycha Bleeker^1^, Mirjam H. Koster^1^, Rachel E. Thomas^4^, Justina C. Wolters^1^, Hilda van den Bos^5^, Gilles Mithieux^6,7,8^, Fabienne Rajas^6,7,8^, Adil Mardinoglu^2^, Diana C.J. Spierings^5^, Alain de Bruin^1,4^, Bart van de Sluis^1^, Maaike H. Oosterveer^1^

**Table of contents**

Supplementary Materials & Methods

Supplementary Figures

Supplementary Tables

Supplementary References

**Supplementary Materials & Methods**

*Construction, production and in vivo transduction of shRNAs using self-complementary AAV vectors*

To construct self-complementary AAV (scAAV) 2/8-U6-ChREBP, the scAAV2-LP1-hFIXco backbone vector [1] was restricted with BamHI and BbsI and the 3493 bp fragment was isolated and ligated. Restriction with BamHI removed hFIXco and partially deleted the LP1 promoter. The U6 promoter driving the expression of the construct was cloned into the vector in antisense orientation. shRNA construct directed against ChREBP (shChREBP) and scramble (shSCR) construct were ordered as oligonucleotides (shChREBP; 5’-aat tcA AAA AAT GTA GTT TGA AGA TGT GGG TCT CGA GAC CCA CAT CTT CAA ACT ACA TC-3’ and 3’-ggc caG ATG TAG TTT GAA GAT GTG GGT CTC GAG ACC CAC ATC TTC AAA CTA CAT TTT TT-5’, shSCR; 5’-aat tcG TTG TAA GTG GAG GTT TAA GTC TCG AGA CTT AAA CCT CCA CTT ACA ACA CCG GT-3’ and 3’-ggc caA CCG GTG TTG TAA GTG GAG GTT TAA GTC TCG AGA CTT AAA CCT CCA CTT ACA AC-5’), denatured at 99 °C for 10 min and annealed by cooling down to RT. The duplex oligonucleotides were cloned into the vector using EcoRI and AgeI. Production, purification and titration of the AAV2/8 viruses encoding the shRNA directed against ChREBP (AAV-shChREBP) and the scrambled control (AAV-shSCR) were performed as described [2,3].

*Animal experimentation details*

Animal age at shRNA infection was 13-18 weeks for the 10 days follow-up study; 9-14 weeks for the 20-21 days follow-up study; and 8-13 weeks for 25-26 days follow-up study. Sample size of each group is indicated in the legend of each figure. We performed a priori power analyses to compute the required sample size (using G*Power version 3.1.9), based on a α of 0.05 (two-tailed), power of 80%, and effect sizes based on expected means and standard deviations of parameters of primary interest. Animals were individually housed in individually ventilated cages (IVC) with wood bedding, nesting material and cardboard rolls in a light- and temperature-controlled facility (12h light / 12h dark cycle lighting regime) and fed a standard laboratory chow diet *ad libitum* (for 10-days follow-up study: RMH-B, Abdiets, Woerden, The Netherlands; for 20-21 days and 25-26 days follow-up studies: RM1, Special Diet Services, Essex, UK). In a separate cohort, animals were i.p. injected with BrdU (100 mg per kg body weight in PBS) at 8.30AM at 20-21 days after the last tamoxifen injection and were sacrificed 2 hours later. Animals were sacrificed by cardiac puncture under isoflurane anaesthesia and tissues were rapidly excised and stored. Hepatic water content was measured by weighing a piece of wet liver directly after excision, weighing its dry weight after evaporation of water at 70°C for 3-4 hours until stable, and calculating the relative decrease in weight. Correlation analysis on relative liver weight and total plasma bile acid levels was performed on two independent study cohorts on L-*G6pc*^+/+^ and L-*G6pc*^-/-^ mice treated with various doses of shSCR or shChREBP (64 mice in total).

*Histological and pathological analysis of the liver*

For microscopic examination, tissues were fixed in 4% (w/v) formaldehyde in PBS, embedded in paraffin, sectioned at 4 μm, and stained with Hematoxilin&Eosin (H&E). Stained sections were examined histologically for hepatocellular vacuolization, inflammatory foci, single cell death, and mitotic figures by a veterinary pathologist. Hepatic lipid accumulation was visualized by Oil red O staining of liver cryosections. Representative photomicrographs per liver were taken at 10x, 20x, or 40x using an DFC420 Camera (Leica, Wetzlar, Germany) or an Olympus DP26 Digital Camera (Olympus, Tokyo, Japan). Hepatocyte cell size was quantified manually for at least 120 hepatocytes per liver on H&E stained-microsopic images using imageJ (v1.50 and v1.53e, National Institutes of Health, Bethesda, MD). The spontaneous incidence of chromosome bridges was assessed by a veterinary pathologist.

Immunohistochemistry was carried out following an established protocol [4]. Briefly, paraffin-embedded tissue sections were deparaffinized in xylene and rehydrated in a graded series of alcohol. Antigen retrieval was performed using 10mM citrate buffer (pH 6.0) in a microwave (LG Intellowave, 15 minutes at 640 Watt) and the slides were left to cool to room temperature for 30 minutes. Endogenous peroxidase activity was blocked with 1% H_2_O_2_ in methanol for 30 min. The unspecific antigens were blocked in 10% normal goat serum for 30 minutes. Sections were incubated with primary antibodies rabbit anti Ki67 (RM-9106, Thermo, at 1:50 dilution), pH3 (06-570,Millipore,at 1:400 dilution), and γH2AX (9718S, Cell Signaling, at 1:500 dilution) and mouse anti BrdU (M0744, DAKO) at 4°C overnight and subsequently incubated with biotinylated goat-anti-rabbit secondary antibody (Vector Labs BA-1000 at 1:250) or horse-anti-mouse (Vector Labs BA-2000 at 1:125) for 30 min at room temperature. After 30 minutes incubation with Avidin-biotin ABC complex (PK-4000, Vector), the sections were washed and colorized with a 3,3′-diaminobenzidine (DAB) (Sigma, D5637) for 10 min and then counterstained with hematoxylin. Slides were scanned using a Nikon E800 microscope. Positive hepatocytes were counted by examination of at least three random high-power microscopic fields (magnification: 200x or 400x) in each section by a veterinary pathologist (for γH2AX, pH3 and KI67 in Fig. 1H-1I), counted in five random 20X microscopic fields by a veterinary pathologist (for BrdU in Fig. 3A), or counted in at least five random 20X microscopic fields by a researcher (for γH2AX in Fig. 4C). For pH3 and BrdU only strongly and homogenously stained nuclei were counted; for Ki67 and γH2AX a range of nuclear staining intensities from moderately stained stippled chromatin to intensely stained homogenous chromatin were considered positive. As significant differences in hepatocyte size were observed between groups (Figure 2C), which translate in a different number of hepatocytes per microscopic field, scores for Ki67-, pH3-, and γH2AX-positivity (Fig. 1G, 1I), as well as the incidence of mitotic figures, single cell death, and inflammatory foci (Fig. 1F, 1I, 2F, 3A), were corrected for the average hepatocyte size of each individual mouse. In order to do this, average hepatocyte sizes were manually quantified on H&E stained sections using Image J (Fig. 2C). Corrected scores for Ki67, pH3, γH2AX, mitotic figures, single cell death, and inflammatory foci were expressed relative to the average value in shSCR-treated L-*G6pc*^+/+^ animals. Where indicated, BrdU- and γH2AX-positivity was determined by dividing the number of positive hepatocytes in five random 20X fields by the total number of hepatocytes in five 20X fields (Fig. 3A, Fig. 4C).

*Biochemical assays*

Blood glucose was measured using an OneTouch Select Plus glucose meter (LifeScan, Inc., Milpitas, CA). Plasma ALT, lactate, ketone bodies, and free fatty acids were analysed using commercially available kits (Spinreact, Girona, Spain; Instruchemie, Delfzijl, The Netherlands; Wako, Neuss, Germany; Diasys, Holzheim, Germany). Plasma bile acid species were quantified using liquid chromatography-mass spectrometry [5]. Hepatic glycogen, glucose-6-phosphate (G6P), and phospholipid contents were quantified as described [6,7]. Hepatic lipids were extracted from 15% (w/v) liver homogenates in PBS according to Bligh & Dyer [8]. Hepatic TGs (Roche) and free (DiaSys) and total (Roche) cholesterol were analysed using commercially available kits. Hepatic cholesteryl-ester contents were calculated from the difference between total and free cholesterol contents.

*Gene expression analysis*

RNA was isolated using TRI-Reagent (Sigma-Aldrich). Complementary DNA (cDNA) was obtained by reverse transcription using M-MLV (Invitrogen) and amplified using primers and probes listed in Supplementary Table S1. mRNA levels were calculated based on a sample pool dilution curve and normalized to values in shSCR/L-*G6pc*^+/+^ mice. *36b4* (*Rplp0*) was selected as housekeeping gene for normalization.

*RNA-sequencing and gene set enrichment analysis (GSEA)*

For RNA sequencing, initial quality check and RNA quantification of the samples was performed by capillary electrophoresis using the LabChip GX (Perkin Elmer). Non-degraded RNA-samples were used for subsequent sequencing analysis. Sequence libraries were generated using the 3’QuantSeq sample preparation kits (LeXogen). The obtained cDNA fragment libraries were sequenced on an Illumina HiSeq2500 using default parameters (single read 1x50bp) in pools of multiple samples. The fastQ files where aligned to build Mus_musculus GRCm38 Ensemble Release 82 reference genome using HISAT [9] with default settings. Prior to gene quantification, SAMtools was used to sort the aligned reads [10]. The gene level quantification was performed by HTSeq-count [11]. The extracted raw count file (ENSG, counts) was analyzed using MADMAX [12]. 

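The deposited normalized values cover the same 33 libraries and stand on a linear scale, although the transformation is described as log2 CPM. Within a library each value is the count plus 0.5, divided by 1 number for that library, with a relative spread of at most 3.59e-09. They are therefore CPM with an offset and a scaling factor per library, a signal that sums to 890560 to 1110731 per library. Their log2 was taken wherever they were used. All 10179 genes tested in the counts are among them.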

After transformation (log_2_CPM), normalization (Voom) [13] was performed to generate the differentially expressed genes. Genome-wide expression analysis of the RNA-sequencing data (GSE143357, *to be made publicly available*) was performed using gene set enrichment analysis (GSEA) software version 2.2.4. The versions of the gene set database used were Mm_PathwaysOnly_GS.v3.gmt, a list of C2-pathway sets from KEGG, Biocarta, Reactome, and Wiki pathways, and a list of the hallmarks gene sets h.all.v6.1.symbols.gmt with addition of custom gene sets for chromosomal instability (CIN29; containing 29 genes related to CIN selected from the Carter70 set [14], cGAS-STING pathway (based on KEGG_CYTOSOLIC_DNA_SENSING_PATHWAY), and senescence (MMC2-senescence, a set of 241 genes based on Figure 3 of [15]). 

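A custom gene set measures whether its members lie, as a group, toward an end of all genes ranked by their difference between 2 groups of livers. Of the 29 genes listed for CIN29, 15 are in the deposited normalized table and 12 had enough counts for the test of single genes. Of the 241 genes listed for MMC2-senescence, 211 could be matched by symbol to the count table, 138 are in the normalized table and 129 were tested. The CIN29 members among the 12 include Aurka, Cdc20, Cdk1, Cep250, Prc1, Rad21 and Top2a. MMC2-senescence mixes genes of secretion and interferon signalling, such as Cxcl10, with genes of DNA replication, such as Mcm6 and Cdt1. A high NES of the whole list can thus come from replication genes, and does not by itself show senescence. The part of the list up to HLA-E, with 67 genes in the normalized table, gave an NES of 1.53 and the part from HAUS7 on, with 71, gave 1.85 for shChREBP in L-G6pc-/- livers (p = 0.0111 and p = 0.000169 from permutations of genes with fgsea), a division made here from the order of the list. A nearest counterpart of the cGAS-STING list was written from general knowledge of cytosolic DNA sensing, with 38 of its 48 genes measured.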

See supplementary table S2 for the corresponding lists of genes for all custom gene sets.

*Reporter transcription factors analysis*

To identify underlying transcriptional regulatory responses in shSCR- and shChREBP-treated L-*G6pc*^+/+^ and L-*G6pc*^-/-^ mice, we employed the Platform for Integrative Analysis of Omics (piano) R package [16] to perform so-called reporter transcription factors (TFs) analysis [17]. Differential expression of genes (log2-fold change) and corresponding significance levels (p-value) derived from the DESeq2 R package [18] in pairwise comparison, as well as a network of TFs and associated target genes from the TRRUST database [19], were used as input. The network contains 7,057 TF-target regulatory relationships of 827 mouse TFs collected based on text-mining following by manual curation. The reporter TFs in distinct-directional up class and in distinct-directional down class were chosen for presenting and were considered as significant when the corresponding adjusted p-value was less than 0.05 (padj < 0.05).

*Targeted proteomics*

Targeted proteomics was used to quantify G6PC, ChREBP, and HNF4A in delipidated homogenized liver tissue using isotopically labelled peptide standards as described previously [20]. Target peptides for ChREBP and HNF4A were (together with other peptides not discussed in this manuscript) concatenated into QconCATs, and additionally isotopically labelled peptide standard containing ^13^C-labeled lysine was added for G6PC (see Supplementary Table S3 for all peptides used). The peptide grade used was the PEPotec grade 2 from ThermoScientific. The concentrations of endogenous peptides were calculated from the known concentration of the standard, expressed in fmol/μg of total peptide, and subsequently expressed relative to the values in shSCR-treated L-*G6pc*^+/+^ animals.

*SDS-PAGE and Western blot*

To analyse protein expression in mouse liver in whole lysate, freeze-clamped liver was grinded to a powder. 10% (w/v%) homogenates of liver powder were prepared in RIPA buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1% Nonidet P-40, 1 mM PMSF, 2 mM EDTA, 1 mM sodium pyrophosphate (Na_4_P_2_O_7_), 50 mM sodium fluoride (NaF), 0.2 mM sodium orthovanadate (Na_3_VO_4_), and 1X Complete protease inhibitor cocktail (Roche Diagnostics, Mannheim, Germany)). The liver homogenates were homogenized using a TissueLyser (Qiagen) at 50 Hz for 2 min. Subsequently, the lysates were put on ice for at 30 min and vortexed every 10 min. The lysates were centrifuged at maximum speed for 10 min. at 4°C, and the supernatant was collected and stored at -80°C. Protein concentration was measured using the Bradford assay (#500-0006, Biorad) with a BSA standard (A2153, Sigma-Aldrich), and absorbance was measured at 595 nm on a Synergy H4 Hybrid platereader (Biotek). Equal amounts of lysate proteins (40 μg/well) were mixed with RIPA buffer and Laemmelli loading buffer (#161-0747, Biorad), boiled at 95°C for 5 min., and separated by 8-14% (where indicated) SDS-polyacrylamide gel electrophoresis. Proteins were transferred onto a Nitrocellulose membrane (Trans-Blot Turbo Midi Nitrocellulose Transfer Packs (170-4159, Biorad)) using the Trans-Blot Turbo Blotting System (Biorad) for detection of pYAP and YAP, or onto a polyvinylidene difluoride membrane (PVDF Blotting Membrane, A29574727, Amersham^TM^ Hybond^TM,^ GE Healthcare Life Science) using tankblotting for all other proteins, stained with Ponceau S to confirm equal loading (see Supplementary Figures), incubated in a blocking solution consisting of 5% BSA in TBST (10 mmol/L Tris–HCl (pH 8.0), 150 mmol/L NaCl, and 0.1% Tween 20) for 1h at RT, and incubated with primary antibody (1:1000) overnight at 4°C. Primary antibodies used were: rabbtit, anti-pYAP (YAP1 phospho S127, ab76252, Abcam), rabbit anti-YAP (4912, Cell Signaling), rabbit anti-PARP1 (9542, Cell Signaling), and rabbit anti-p21 (109199, Abcam). After overnight incubation with primary antibody, the membranes were washed with TBST for 3 times 10 min at room temperature before incubation with secondary antibodies (1:2000) for 1 hour at room temperature. Secondary antibodies used were: goat anti-rabbit IgG (P0448, Dako, for detection of YAP/pYAP), and goat anti-rabbit IgG (#1706515, Biorad, for detection of all other rabbit primary antibodies). Membranes were subsequently washed with TBST for 3 times 10 min at room temperature, and proteins were detected by chemiluminescence using the ChemiDoc Imaging System (Biorad, for detection of YAP/pYAP) or the ImageQuant LAS 4000 mini machine (Cytiva, GE Heathcare, for detection of all other proteins). Intensity of the bands was quantified using ImageQuant TL software (version 8.2.0, General Electric Company, for quantification of proteins detected on the ImageQuant), in which the rubber band method was used to substract background, or using Image Lab^TM^ software (version 6.0.0 build 12, Biorad, for quantification of proteins detected on the ChemiDoc). Bands were normalized for the average intensity of the bands of shSCR-treated L-*G6pc*^+/+^ mice. Ponceau S staining was used to confirm equal loading (see Supplementary Figures).

To analyse nuclear YAP protein expression, nuclear and cytosolic extracts of 20-25 freeze-clamped and crushed liver powder were prepared using NE-PER Nuclear and Cytoplasmic Extraction Reagents (78833/78835, ThermoScientific) according to manufacturer’s protocol (adaptation: liver powder was homogenized in appropriate volume of CER I using a Precellys Evolution bead-beating homogenizer (Bertin technologies) at 6000 Hz, 2 x 15 seconds with 30 seconds break). Protein concentration was measured using the BCA method using Pierce® BCA Protein Assay Kit (#23225, ThermoScientific) with a BSA standard (A2153, Sigma-Aldrich) according to the manufacturer’s protocol, and absorbance was measured at 540 nm on a Synergy H4 Hybrid platereader (Biotek). Equal amounts of lysate proteins (11 μg/well) were mixed with RIPA buffer and Laemmelli loading buffer (#161-0747, Biorad), boiled at 95°C for 5 min., and separated by 10% SDS-polyacrylamide gel electrophoresis. Procedures for blocking and antibody incubation steps, detection, and quantification are similar as for analysis of protein expression in whole lysate, as discussed above. Primary antibody used was rabbit anti-YAP (4912, Cell Signaling). Secondary antibody used was goat anti-rabbit IgG (#1706515, Biorad).

**Supplementary Figures**

**Fig. S1: Representative IHC images**

(A) Representative images (40X magnification) for γH2Ax, pH3, and Ki67 IHC (corresponding to data in Fig. 1G, 1I).

**Fig. S2: Validation of G6PC knockout / ChREBP knockdown, representative BrdU images, Western Blots, and Ponceau S stainings, and correlations between hepatic glycogen content and relative liver weight and relative *Ctgf* mRNA levels**

(A) Relative G6PC peptide levels, relative ChREBPα and –β mRNA and peptide levels, and relative mRNA levels of ChREBP-target *Pklr* in livers of mice after 21-26 days of combined G6PC knockout / ChREBP knockdown. N=7-8/group. (B) Representative BrdU images (20X magnification) of livers of mice after 20-21 days of combined G6PC knockout/ChREBP knockdown. (C) Representative Western Blot and Ponceau S staining as loading control for nuclear YAP protein expression in Figure 3C. (D) Representative Western Blot of pYAP and YAP protein levels used for calculation of pYAP/YAP ratio in Figure 3C, and quantification of relative pYAP protein levels. (E) Ponceau S staining as loading control for Western Blot on pYAP and YAP in whole liver lysate, presented in Figure 3C and Supplementary Figure S2D. Stainings are from the same samples that were run, in parallel, on different membranes (with different sample order). (F) Correlations between hepatic glycogen content and relative liver weight and relative hepatic *Ctgf* mRNA levels in shChREBP-treated L-*G6pc*^-/-^ mice. A, D: median ± interquartile range, Kruskal Wallis H-test, post-hoc Conover pairwise comparisons, *p < 0.05, **p < 0.01, ***p < 0.001 vs shSCR/L-*G6pc*^+/+^; ^ vs shChREBP/L-*G6pc*^+/+^; # vs shSCR/L-*G6pc*^-/-^.

**Fig. S3: Representative γH2Ax IHC images and Western Blots / Ponceau S stainings from Figure 4.**

(A) Representative histologic images (20X magnification) of γH2Ax staining in livers of mice after 21-26 days of combined G6PC knockout/ChREBP knockdown. (B-C) Representative Western Blot and Ponceau S staining as loading control for protein expression of (B) PARP in figure 4C and (C) p21 in Figure 4D.

**
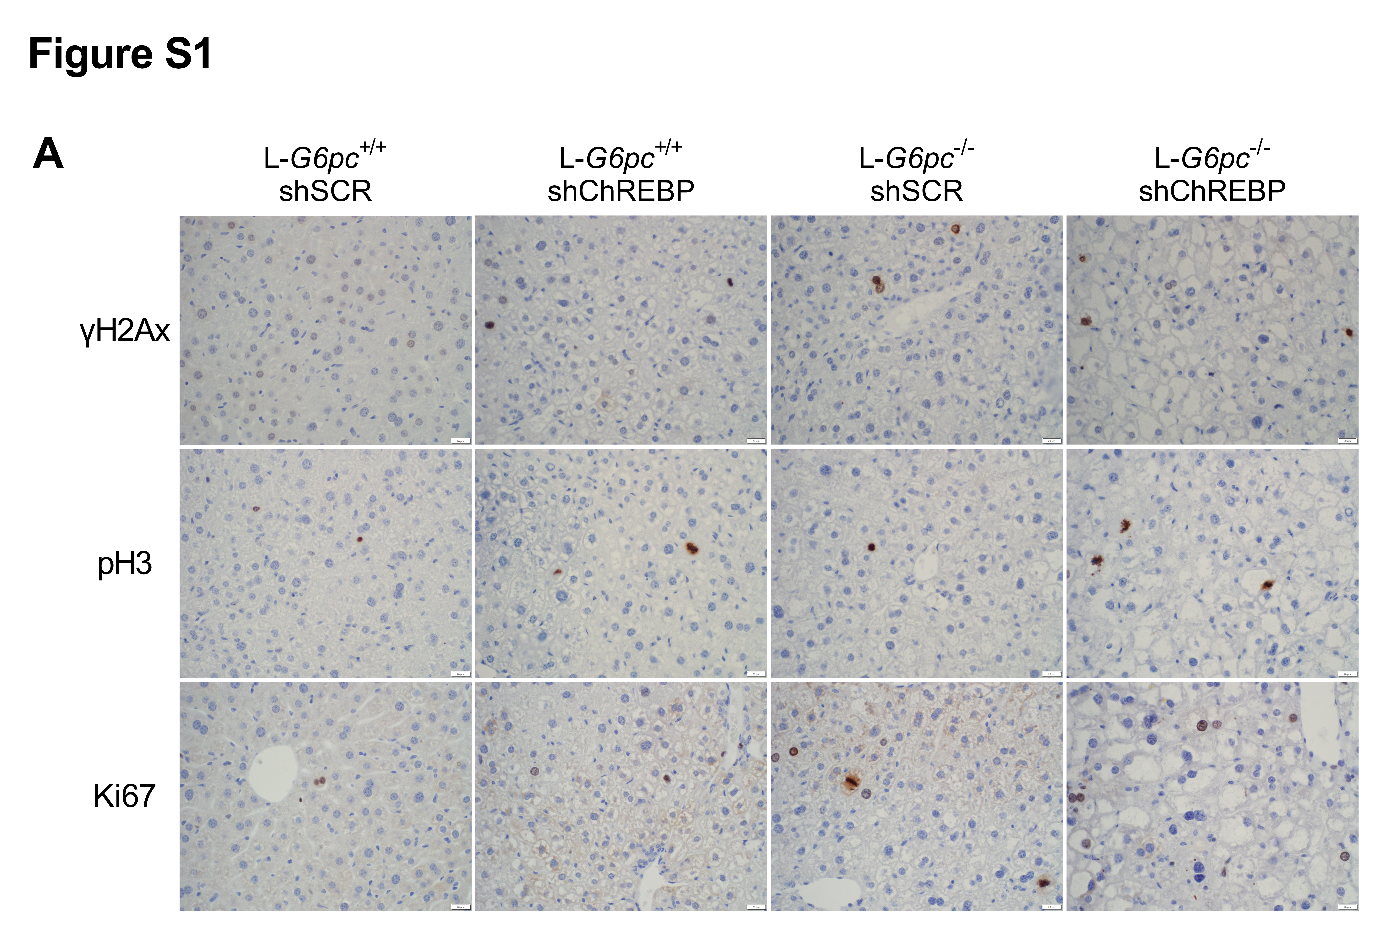
**

**
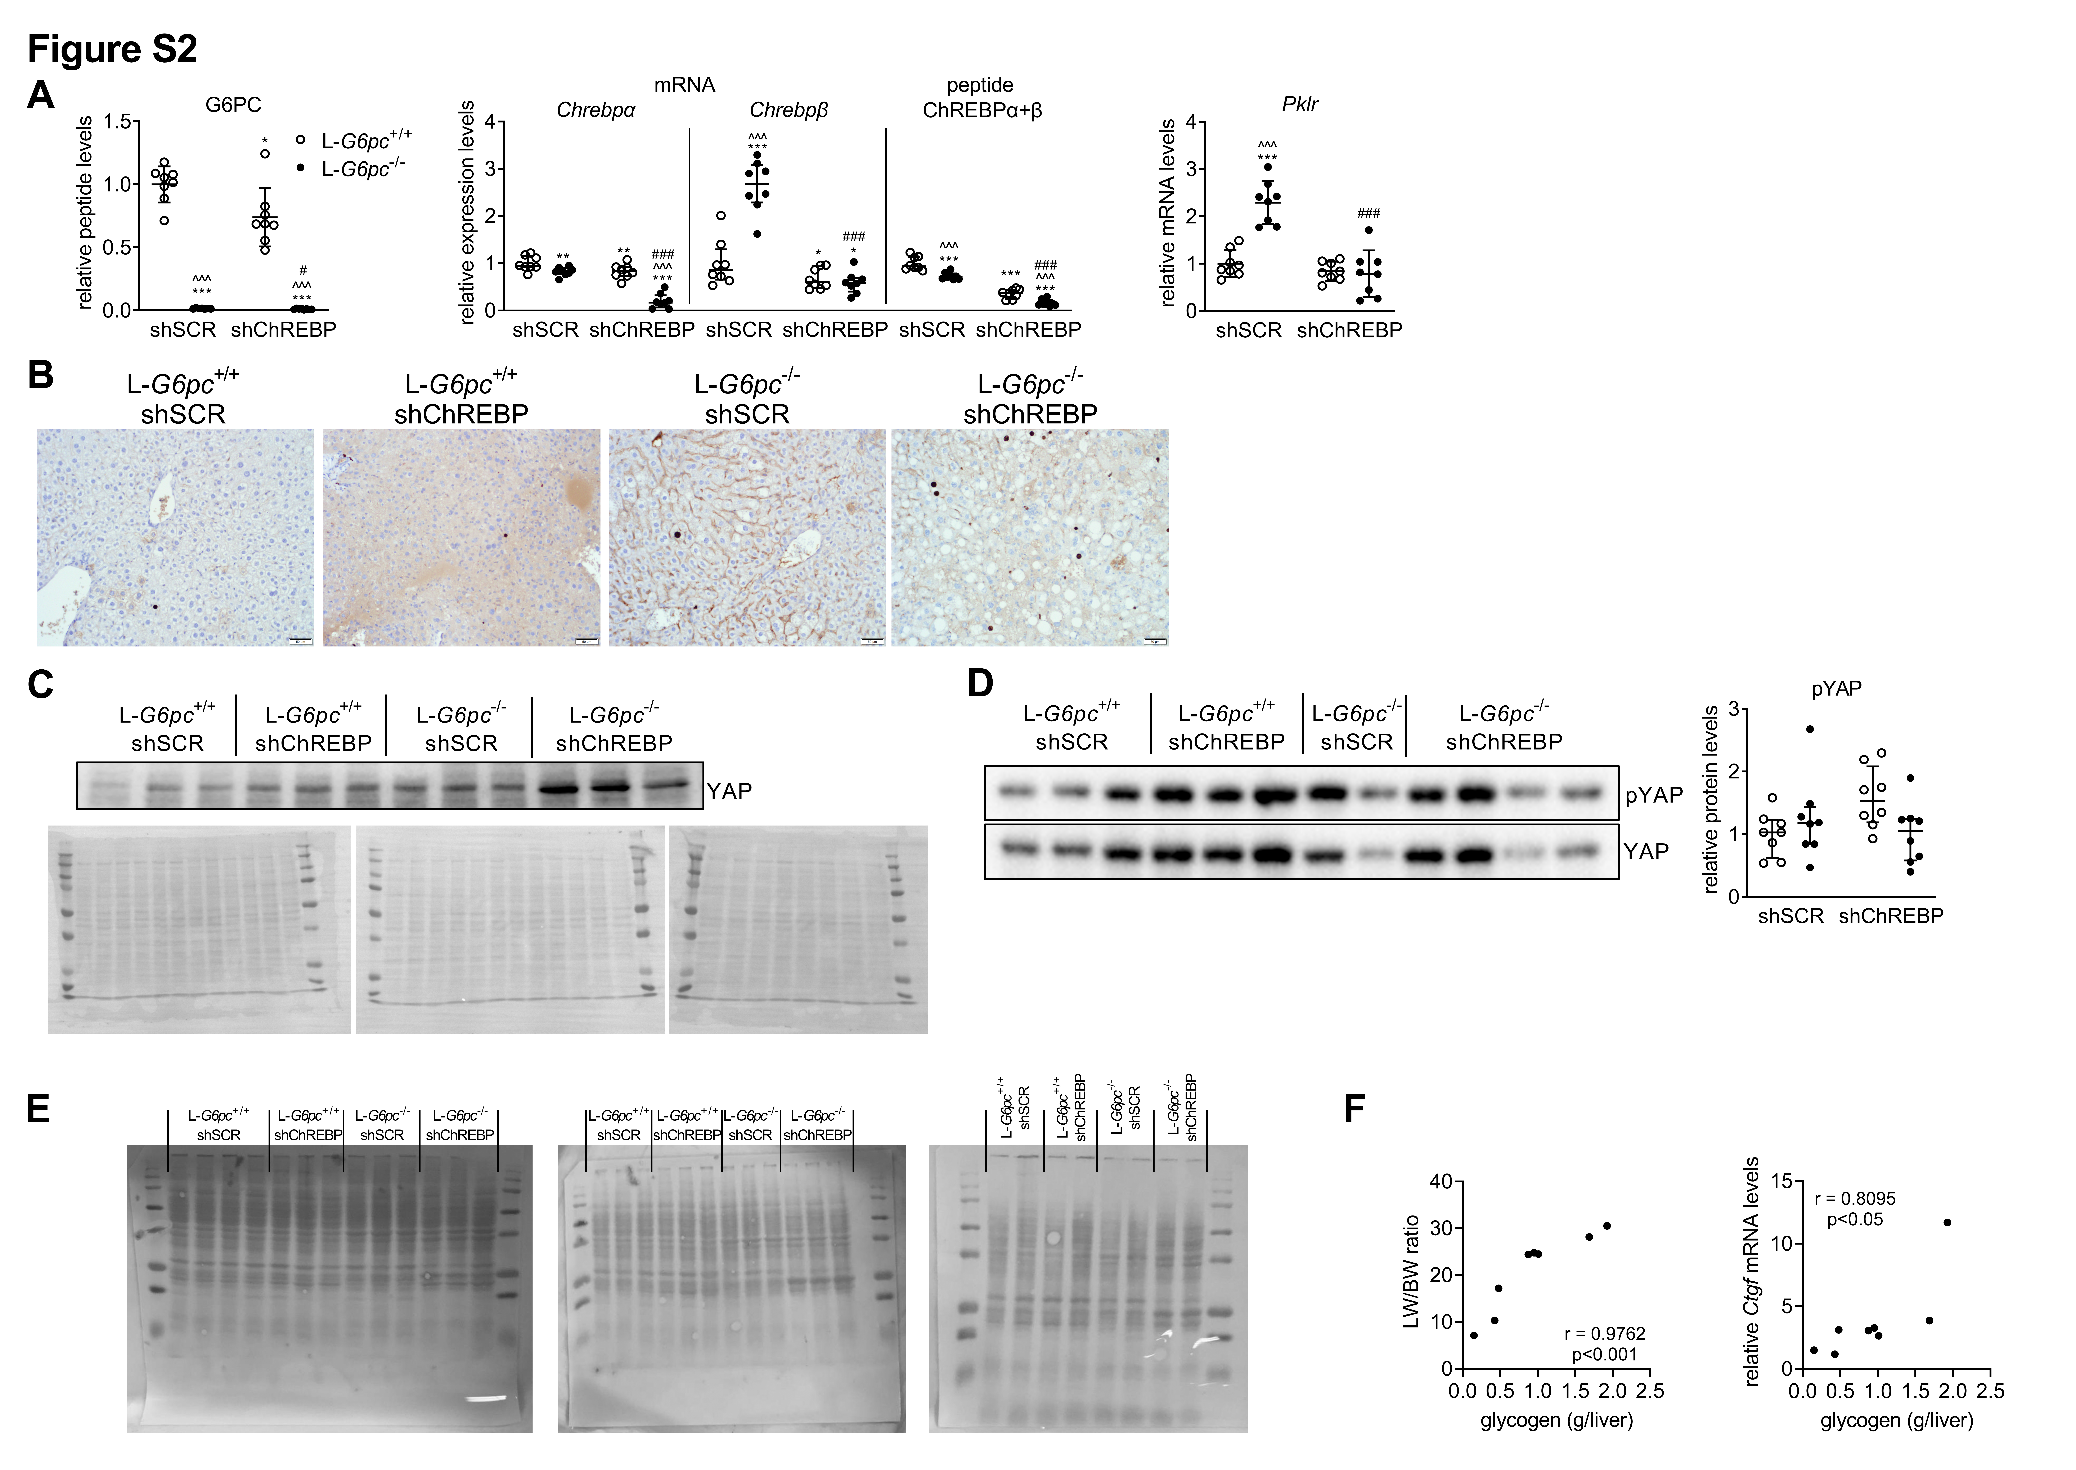
**

**
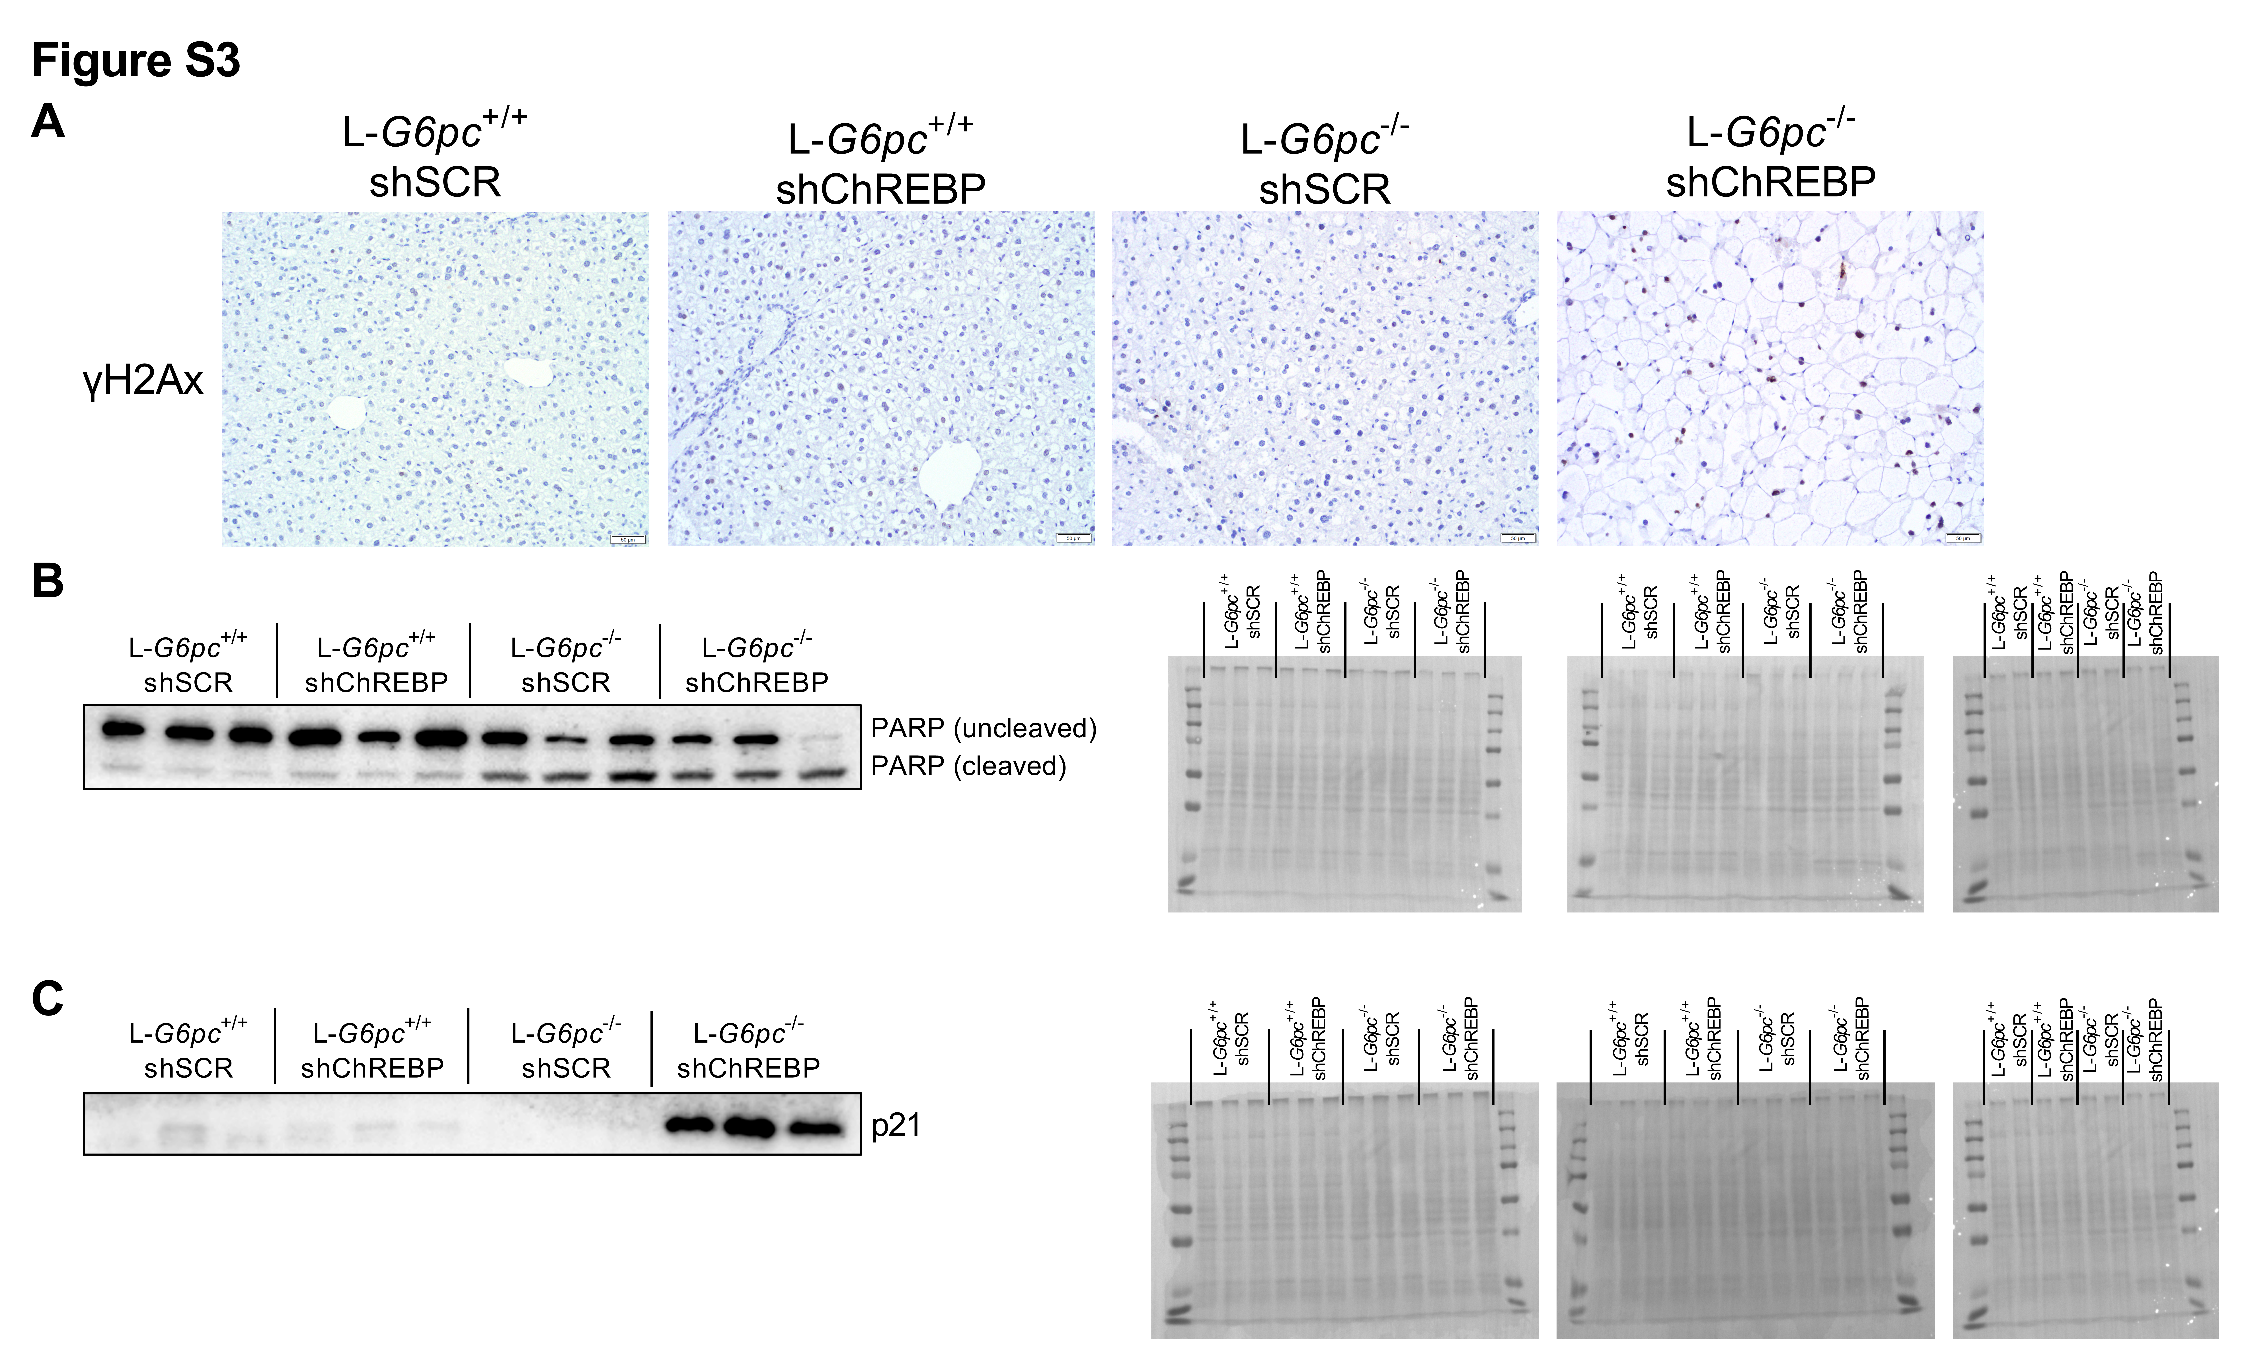
**

**Supplementary Tables**

**Table S1. Primers used for qPCR**

| Gene | Species | FW primers (5’ to 3’) | RV primer (5’ to 3’) | Probe (5’ to 3’) |
| --- | --- | --- | --- | --- |
| *36b4* (Taqman) | Mouse | GCT TCA TTG TGG GAG CAG ACA | CAT GGT GTT CTT GCC CAT CAG | TCC AAG CAG ATG CAG CAG ATC CGC |
| *36b4* (SYBR) | Mouse | GCT CCA AGC AGA TGC AGC A | CCG GAT GTG AGG CAG CAG |  |
| *Chrebpα* (*Mlxipl*) | Mouse | CGA CAC TCA CCC ACC TCT TC | TTG TTC AGC CGG ATC TTG TC | CCT GGC TTA CAG TGG CAA GCT GGT CTC T |
| *Chrebpβ*  (*Mlxipl*) | Mouse | TCT GCA GAT CGC GTG GAG | CTT GTC CCG GCA TAG CAA C | CTC AGT GGC AAG CTG GTC TCT CCC A |
| *Pklr* | Mouse | CGT TTG TGC CAC ACA GAT GCT | CAT TGG CCA CAT CGC TTG TCT | AGC ATG ATC ACT AAG GCT CGA CCA ACT CGG |
| *Cdkn1a (p21) (Fig. 1)* | Mouse | CGGTGTCAGAGTCTAGGGGA | AGGATTGGACATGGTGCCTG |  |
| *Il1β* (*Il1b*) | Mouse | ACC CTG CAG CTG GAG AGT GT | TTG ACT TCT ATC TTG TTG AAG ACA AAC C | CCC AAG CAA TAC CCA AAG AAG AAG ATG GAA |
| *Il6* | Mouse | CCG GAG AGG AGA CTT CAC AGA | AGA ATT GCC ATT GCA CAA CTC TT | ACC ACT TCA CAA GTC GGA GGC TTA ATT ACA |
| *Tnfα* (*Tnf*) | Mouse | GTA GCC CAC GTC GTA GCA AAC | AGT TGG TTG TCT TTG AGA TCC ATG | CGC TGG CTC AGC CAC TCC AGC |
| *Cd68* | Mouse | CAC TTC GGG CCA TGT TTC TC | AGG ACC AGG CCA ATG ATG AG | CAA CCG TGA CCA GTC CCT CTT GCT G |
| *Timp1* | Mouse | TCT GAG CCC TGC TCA GCA A | AAC AGG GAA ACA CTG TGC ACA C | CCA CAG CCA GCA CTA TAG GTC TTT GAG AAA GC |
| *Col1a1* | Mouse | CGG CTC CTG CTC CTC TTA GG | CTG ACT TCA GGG ATG TCT TCT TGG | CCA CTG CCC TCC TGA CGC ATG G |
| *αSMA* (*Acta2*) | Mouse | ACG AAC GCT TCC GCT GC | GAT GCC CGC TGA CTC CAT |  |
| *Mmp9* | Mouse | CCT GGA ACT CAC ACG ACA TCT TC | \| TGG AAA CTC ACA CGC CAG AA \| \| --- \| \|  \| |  |
| *Tgfβ* (*Tgfb1*) | Mouse | GCC CTT CCT GCT CCT CAT G | CCG CAC ACA GCA GTT CTT CTC |  |
| *Ctgf* (*Ccn2*) | Mouse | CCT GGT CCA GAC CAC AGA GT | TTT TCC TCC AGG TCA GCT TC |  |
| *Foxm1* | Mouse | CTG TGA GGG TCA AAG CTT GC | TCT GAT GTT TCA CTC GGG GC |  |
| *Spp1* | Mouse | TCA CCA TTC GGA TGA GTC TG | ACT TGT GGC TCT GAT GTT CC |  |
| *Birc5* | Mouse | ATC CAC TGC CCT ACC GAG AA | CTT GGC TCT CTG TCT GTC CAG TT |  |
| *Ccnd1* | Mouse | TCA AGT GTG ACC CGG ACT GC | CCT TGG GGT CGA CGT TCT G |  |
| *Cyr61* | Mouse | AGA GGC TTC CTG TCT TTG GC | CCA AGA CGT GGT CTG AAC GA |  |
| *Areg* | Mouse | TTG CTG CTG GTC TTA GGC TC | TCT GAG TAG TCA TAG TCG GCT C |  |
| *Itgb2* | Mouse | GCT TTG GGT CGT TTG TGG AC | TGC CGA CCT CTG TCT GAA AC |  |
| *Shp* | Mouse | AAG GGC ACG ATC CTC TTC AA | CTG TTG CAG GTG TGC GAT GT | ATG TGC CAG GCC TCC GTG CC |
| *Cyp7a1* | Mouse | CAG GGA GAT GCT CTG TGT TCA | AGG CAT ACA TCC CTT CCG TGA | TGC AAA ACC TCC AAT CTG TCA TGA GAC CTC C |
| *Cyp7b1* | Mouse | TGA AAT AGG AGC ACA TCA TCT TGG | AAT ACA TTG CCC AGA ACA TAG CTG |  |
| *Cyp8b1* | Mouse | AAG GCT GGC TTC CTG AGC TT | AAC AGC TCA TCG GCC TCA TC |  |
| *Cyp27a1* | Mouse | GCC TTG CAC AAG GAA GTG ACT | CGC AGG GTC TCC TTA ATC ACA |  |
| *Ntcp* (*Slc10a1*) | Mouse | TCCGTCGTAGATTCCTTTGC | AGGGGGACATGAACCTCAG |  |
| *Bsep* (*Abcb11*) | Mouse | GACTTTCCACAGTGGCGTCT | TCACTCAACAACCCTACAGATG |  |
| *Aurka* | Mouse | CTGGATGCTGCAAACGGATAG | CGCTGGGAGTTAGAAGGACAC |  |
| *Prc1* | Mouse | AAGGAGCTGAGTACCCTGTG | CAGAGGATGTCACGGAGTTCT |  |
| *Top2a* | Mouse | AACAAAGGGACCCAAAAATGTCT | TGTGTTCAACAACAGGGATTCC |  |
| *Tpx2* | Mouse | CACACCGTTGAAGGCAGTTG | ACAGCTCTCTTAGCATCCAGG |  |
| *Cgas* | Mouse | GTCGGAGTTCAAAGGTGTGGA | GACTCAGCGGATTTCCTCGTG |  |
| *p16^INK4a^* (*Cdkn2a* locus) | Mouse | AATCTCCGCGAGGAAAGC | GTCTGCAGCGGACTCCAT |  |
| *p19^ARF^* (*Cdkn2a* locus) | Mouse | CATGTTGTTGAGGCTAGAGAG | GAATCTGCACCGTAGTTGAG |  |
| *Cdkn1a (p21) (Fig. 4)* | Mouse | TTG TCG CTG TCT TGC ACT CTG | GCT TGG AGT GAT AGA AAT CTG TCA G | CTG CCT CCG TTT TCG GCC CTG |
| *Hnf4a* total | Mouse | AAA CAC TAC GGA GCC TCG AG | TCT ACC ACA CAT TGT CGG CT |  |
| *Hnf4aos* | Mouse | GAG CAC GTG TGT CCA TTT GG | GCC TTC ATT TCT TGT CT GCG |  |
| *Hnf4a-P1* | Mouse | GGT AGG GGA GAA TGC GAC TC | CAC CTT CAG ATG GGG ACG TG |  |
| *Hnf4a-P2* | Mouse | ACC CTT GGT CAT GGT CAG TG | CAC CTT CAG ATG GGG ACG TG |  |
| *Albumin* (*Alb*) | Mouse | TGC TTT TTC CAG GGG TGT GTT | TTA CTT CCT GCA CTA ATT TGG CA |  |
| *Hgfac* | Mouse | AAG TGC TCC AGC AGC AGA GAC | CTC AGA GGT ACA GGA GTG CAG C |  |
| *Alpha-fetoprotein* (*Afp*) | Mouse | CTT CCC TCA TCC TCC TGC TAC | ACA AAC TGG GTA AAG GTG ATG G |  |
| *Krt19* | Mouse | GTC CTA CAG ATT GAC AAT GC | CAC GCT CTG GAT CTG TGA CA |  |
| *Sox9* | Mouse | GAG CCG GAT CTG AAG AGG GA | GCT TGA CGT GTG GCT TGT TC |  |

**Table S2. Composition of custom gene sets added to GSEA (Table 1)**

| **CIN29** |
| --- |
| AURKA |
| AURKB |
| CCNB1 |
| CCNB2 |
| CDC20 |
| CDCA8 |
| CDK1 |
| CEP250 |
| CEP55 |
| CKAP5 |
| ECT2 |
| ESPL1 |
| FOXM1 |
| H2AFX |
| KIF20A |
| KIF4 |
| MAD2L1 |
| NCAPG2 |
| NCAPH |
| NEK2 |
| PRC1 |
| PTTG1 |
| RAD21 |
| RFC4 |
| TOP2A |
| TPX2 |
| TTK |
| ZWILCH |
| ZWINT |

| **MMC2-senescence** | | | | | |
| --- | --- | --- | --- | --- | --- |
| BNIP5 | ARL14 | DUSP10 | KIF3C | DTYMK | HMGB1P5 |
| XIRP1 | H2AC6 | CTSF | HLA-E | EXOSC8 | MCM5 |
| MMP3 | CCN3 | HLA-J | HAUS7 | HAUS1 | CDCA7 |
| FOLR2 | CDKN1A | LACC1 | FANCE | ACAT2 | CDT1 |
| LINC00520 | AA467197 | PSMG3-AS1 | SLC19A1 | DUT | ATAD5 |
| HSD3BP5 | ADGRF4 | CPEB2 | RTEL1 | HNRNPA1P48 | FANCD2 |
| UBD | H2BC5 | ZNFX1 | RPA3 | SNRPA | TMPO |
| ACTBL2 | QPCT | ITGB8 | RANBP1 | HIRIP3 | PTTG1 |
| CST1 | H2BC4 | CALCOCO1 | PFAS | RTEL1-TNFRSF6B | UHRF1 |
| CSF2 | BIRC3 | LAMB3 | SNHG3 | NDC1 | DLEU2 |
| RAI2 | IRF9 | HLA-C | H1F10 | SAPCD2 | POLE2 |
| GIMAP6 | H2BC18 | TMOD2 | ALYREF | DYNC2I2 | PRIM1 |
| CXCL11 | ITGB6 | AMPD3 | HNRNPA2B1 | CENPV | DEPDC1B |
| KRT17 | TMEM217 | PPP2R5B | HAUS5 | NUP210 | SPC24 |
| IGFL2 | PLB1 | SP100 | CCDC138 | H2AX | HMGB2 |
| SLC6A3 | DDX58 | CARD6 | MIS18A | CKS1B | LMNB1 |
| LUM | HLA-B | PBXIP1 | NCAPD3 | POLD1 |  |
| IL6 | TP53INP1 | TAP1 | COQ3 | MMS22L |  |
| NEURL3 | FBXO32 | YPEL5 | HAUS4 | TUBA1B |  |
| CXCL10 | GBP3 | ZFYVE1 | USP1 | FBL |  |
| VNN1 | FILIP1L | C8orf31 | TEDC1 | CHAF1B |  |
| SERPINB7 | TMEM86A | APOL2 | DEK | LBR |  |
| CHI3L2 | H3C6 | GRN | POLD3 | FANCG |  |
| TMEM140 | BTG2 | LINC00886 | CDCA4 | PSIP1 |  |
| DUOX2 | LAMC2 | GADD45A | SUV39H1 | RPL12P38 |  |
| PLA2G4C | YPEL2 | RELB | CCDC34 | TIMELESS |  |
| H4C8 | H3C10 | IRAK2 | TFAP4 | UBE2T |  |
| RTL9 | ARHGEF37 | TAPBPL | DNMT1 | ARHGAP19 |  |
| NXF3 | POPDC2 | SUSD6 | PTMA | RFC4 |  |
| MAF | OPTN | FAM214A | NSD2 | ANP32E |  |
| ACE2 | ATP6V1FNB | B2M | POLE | NUDT1 |  |
| SPATA18 | SLFN5 | ERAP2 | HNRNPA1 | MCM6 |  |
| ABCA12 | TNFAIP3 | NEU1 | ANP32B | RFC5 |  |
| TNFSF15 | DNAI4 | PNMA2 | TONSL | KIF22 |  |
| COL17A1 | AOX1 | FAM102A | RNASEH2A | HMGN2 |  |
| ITGAM | FAM214B | FBXL2 | CENPJ | H2AZ1 |  |
| H2BC21 | MR1 | DNAJB2 | INCENP | DNA2 |  |
| TG | GABARAPL1 | TIMP2 | TAF9B | ITGB3BP |  |
| CTSS | CREBRF | PSAP | SKP2 | KNTC1 |  |
| NECTIN4 | PGM2L1 | IRF1 | DBF4 | MCM7 |  |
| PIK3IP1 | NATD1 | SRPX2 | SSRP1 | MCM2 |  |
| GPNMB | H2BC15 | CYLD | HNRNPD | PSRC1 |  |
| TFEC | AQP7 | PINK1 | PHF19 | NRM |  |
| DAPP1 | RUNDC3A | ARMCX3 | IMPA2 | FSBP |  |
| NCF2 | H2BC6 | MAPK11 | NASP | HMGB1 |  |

**Table S3. Peptides used for targeted proteomics.**

| **Protein target** | **Peptide** |
| --- | --- |
| G6PC | GLGVDLLWTLEK |
| MLXIPL (ChREBP) | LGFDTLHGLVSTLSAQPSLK |
| HNF4A | AIIFFDPDAK |

**Supplementary References**

[1] Nathwani AC, Gray JT, Ng CYC, Zhou J, Spence Y, Waddington SN, et al. Self-complementary adeno-associated virus vectors containing a novel liver-specific human factor IX expression cassette enable highly efficient transduction of murine and nonhuman primate liver. Blood 2006;107:2653–61. https://doi.org/10.1182/blood-2005-10-4035.

[2] Hermens WTJMC, Brake O Ter, Dijkhuizen PA, Sonnemans MAF, Grimm D, Kleinschmidt JA, et al. Purification of recombinant adeno-associated virus by iodixanol gradient ultracentrifugation allows rapid and reproducible preparation of vector stocks for gene transfer in the nervous system. Hum Gene Ther 1999;10:1885–91. https://doi.org/10.1089/10430349950017563.

[3] Seppen J, Bakker C, de Jong B, Kunne C, van den Oever K, Vandenberghe K, et al. Adeno-associated Virus Vector Serotypes Mediate Sustained Correction of Bilirubin UDP Glucuronosyltransferase Deficiency in Rats. Mol Ther 2006;13:1085–92. https://doi.org/10.1016/j.ymthe.2006.01.014.

[4] Ptak A, Rak-Mardyła A, Gregoraszczuk EL. Cooperation of bisphenol A and leptin in inhibition of caspase-3 expression and activity in OVCAR-3 ovarian cancer cells. Toxicol Vitr 2013;27:1937–43. https://doi.org/10.1016/j.tiv.2013.06.017.

[5] de Boer JF, Schonewille M, Boesjes M, Wolters H, Bloks VW, Bos T, et al. Intestinal Farnesoid X Receptor Controls Transintestinal Cholesterol Excretion in Mice. Gastroenterology 2017;152:1126-1138.e6. https://doi.org/10.1053/j.gastro.2016.12.037.

[6] Bergmeyer HU, Gawehn K. Principles of enzymatic analysis. Verlag Chemie; 1978.

[7] Böttcher CJF, gent CM Van, Pries C. A rapid and sensitive sub-micro phosphorus determination. Anal Chim Acta 1961;24:203–4. https://doi.org/10.1016/0003-2670(61)80041-x.

[8] Bligh EG, Dyer WJ. A rapid method of total lipid extraction and purification. Can J Biochem Physiol 1959;37:911–7. https://doi.org/10.1139/o59-099.

[9] Kim D, Langmead B, Salzberg SL. HISAT: A fast spliced aligner with low memory requirements. Nat Methods 2015;12:357–60. https://doi.org/10.1038/nmeth.3317.

[10] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, et al. The Sequence Alignment/Map format and SAMtools. Bioinformatics 2009;25:2078–9. https://doi.org/10.1093/bioinformatics/btp352.

[11] Anders S, Pyl PT, Huber W. HTSeq-A Python framework to work with high-throughput sequencing data. Bioinformatics 2015;31:166–9. https://doi.org/10.1093/bioinformatics/btu638.

[12] Lin K, Kools H, de Groot PJ, Gavai AK, Basnet RK, Cheng F, et al. MADMAX - Management and analysis database for multiple ~omics experiments. J Integr Bioinform 2011;8:160. https://doi.org/10.1515/jib-2011-160.

[13] Law CW, Chen Y, Shi W, Smyth GK. Voom: Precision weights unlock linear model analysis tools for RNA-seq read counts. Genome Biol 2014;15. https://doi.org/10.1186/gb-2014-15-2-r29.

[14] Carter SL, Eklund AC, Kohane IS, Harris LN, Szallasi Z. A signature of chromosomal instability inferred from gene expression profiles predicts clinical outcome in multiple human cancers. Nat Genet 2006;38:1043–8. https://doi.org/10.1038/ng1861.

[15] Jochems F, Thijssen B, De Conti G, Jansen R, Pogacar Z, Groot K, et al. The Cancer SENESCopedia: A delineation of cancer cell senescence. Cell Rep 2021;36. https://doi.org/10.1016/j.celrep.2021.109441.

[16] Väremo L, Nielsen J, Nookaew I. Enriching the gene set analysis of genome-wide data by incorporating directionality of gene expression and combining statistical hypotheses and methods. Nucleic Acids Res 2013;41:4378–91. https://doi.org/10.1093/nar/gkt111.

[17] Oliveira AP, Patil KR, Nielsen J. Architecture of transcriptional regulatory circuits is knitted over the topology of bio-molecular interaction networks. BMC Syst Biol 2008;2. https://doi.org/10.1186/1752-0509-2-17.

[18] Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 2014;15. https://doi.org/10.1186/s13059-014-0550-8.

[19] Han H, Cho JW, Lee S, Yun A, Kim H, Bae D, et al. TRRUST v2: An expanded reference database of human and mouse transcriptional regulatory interactions. Nucleic Acids Res 2018;46:D380–6. https://doi.org/10.1093/nar/gkx1013.

[20] Hoogerland JA, Lei Y, Wolters JC, de Boer JF, Bos T, Bleeker A, et al. Glucose‐6‐phosphate regulates hepatic bile acid synthesis in mice. Hepatology 2019;0:1–14. https://doi.org/10.1002/hep.30778.

How the deposited data were processed for this re-analysis (not part of the article)

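Hepatic RNA was measured by 3' QuantSeq sequencing in 33 libraries of male mice 10 days after tamoxifen, in 4 groups: shSCR/L-G6pc+/+, shChREBP/L-G6pc+/+ and shSCR/L-G6pc-/- with 8 libraries each and shChREBP/L-G6pc-/- with 9. The day is the paper's, and since the labels do not state that each library is a different mouse, n counts libraries. The authors aligned the reads with HISAT, sorted them with SAMtools and counted them per gene with HTSeq on GRCm38, and deposited a table of raw counts (unit: count). The authors also deposited a normalized table (unit: signal) made with voom of limma. These signal values are linear, (count + 0.5) divided by a number for each library, and the analysis plan had described them as log2 values, so their log2 was taken before use. No versions are stated for these tools.

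Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0 and data.table 1.17.8. Ensembl gene identifiers were named from GENCODE M21, which named 25817 of 25988 genes and left 171 unnamed. filterByExpr with a minimum count of 10 and a minimum total count of 15 kept 10179 genes. The counts were scaled by TMM and fitted with edgeR's quasi-likelihood model with all 4 groups together. Comparisons were shSCR/L-G6pc-/- with shSCR/L-G6pc+/+, shChREBP with shSCR in each genotype, the difference between these shChREBP effects, and shChREBP/L-G6pc-/- with shSCR/L-G6pc+/+. Genes with a Benjamini-Hochberg adjusted p under 0.05 in a two-sided test were called changed. Log2 CPM for principal components and exact permutation tests used a prior count of 2. Total counts per library ran from 1497843 to 3546852 (median 2141043), and Gm42418 took the most counts in all 33 libraries (median 7.07%). In simulated counts of the same depth, 83.6% of genes changed 2-fold and 58.2% of genes changed 1.5-fold were called for shChREBP in L-G6pc-/-, 53.7% and 16.4% for the difference between genotypes, and 5 to 13 of 9979 unchanged genes were called.

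Gene lists were CIN29 and MMC2-senescence as the paper's supplement prints them, and lists written from general knowledge before the data were examined, as were the comparisons, tests and alternatives except where stated. The paper's other gene set collections and its transcription factor network were not used here. Of 1161 list symbols, 37 were not found in the count table. Of 48 lists, the 40 with at least 5 measured members were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry. NES were computed with fgsea (10000 permutations of genes, weight 1) on the signal-to-noise ratio of the log2 deposited values, with a jackknife error over libraries. Genes were named by a rule: those the paper names for RNA, the targets of the design, the 10 largest rises and falls with a mean of at least 5 CPM that are not predicted genes, and up to 4 members with the smallest p of each list described. Results for 2 withheld genes are not reported here. Values in the paper's tables had been seen when the rule was written. Alternatives were other scalings, filters and tests, each library left out in turn, only the 2 compared groups, and, chosen after the data were seen, fits without the libraries s29, s30, s32 and s33, without s9 and s13, and without Gm42418. Reads of near-identical genes (Mup, Saa1 and Saa2, Cyp4a12a and Cyp4a12b, Selenbp1 and Selenbp2, Ifit3 and Ifit3b, Gstm) may be shared, and whether reads were counted by strand is not stated, which matters for Hnf4a and its antisense transcript Hnf4aos.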

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

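The tests of the hepatocyte share, of the 4 libraries that stand apart and of Mlxipl in them, of the third seed site of the shChREBP hairpin and of the residuals for the difference between genotypes were chosen after the results were seen. The lists taken as not discussed by the paper were also picked after their results were known.

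Aplp2, which encodes an amyloid precursor-like protein, and Slc10a1 fell with shChREBP in both genotypes, among 98 genes lower in both (13.9 would be lower in both if the comparisons were independent), while 39 genes were higher in both (7.33 if independent) and 0 changed in opposite directions by edgeR. The 98 genes fell by medians of -0.58 in L-G6pc+/+ and -0.63 in L-G6pc-/-, close to the ChREBP targets (-0.56 and -0.62). To test lower ChREBP activity as the cause for all 98, their median with G6pc deficiency was taken, 0.074 (0.02 to 0.15). The interval lies above 0, as lower ChREBP activity would predict. The median lies below 0.50, the bound set against it from the targets' median there (1.00). Both rules are met, so this test cannot decide, and it shows only that the 98 as a set rose less than the targets. Lower ChREBP activity stays open, and 19 of the 98 were called higher there (1 was lower). Over all 10179 genes 224 were called higher there and 105 lower. Higher calls were thus more frequent among the 98 than over all genes, a difference that was not tested. The 5' arm of the shChREBP hairpin is antisense to Mlxipl and so the expected guide, and its sites in the 3' UTR were more frequent among the 98 (odds ratio 2.26, two-sided Fisher's exact p = 0.00596, or 2.75, p = 0.000578, when read from the base before), but 6.20% and 3.14% of all heptamers reach such ratios, so a direct effect of this arm cannot be told apart from a chance excess of sites. Over all searched genes, the median shift of those with a site was -0.01 and -0.03 in the 2 genotypes, as low for 5984 and 3123 of 16237 heptamers, and against sites of the 3' arm, the sense strand, as the cause the odds ratio was 0.73 (95% interval 0.37 to 1.43). Loss of repression by shSCR stays open for the genes higher in both, with odds ratios of 0.95 (0.31 to 2.86) for its 3' arm and 1.38 (0.51 to 3.72) for its 5' arm over 34 searched genes: 52.3% of heptamers reach 0.95, where over 10% was set to count against it, but 8.12% reach 2.86, and over all searched genes those with a site of its 3' arm shifted by -0.03 in both genotypes, where loss of repression would raise them.

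Alb, Mup3 and 10 other hepatocyte identity genes were lower and C1qa, C1qc and Clec4f of macrophages higher with shChREBP in L-G6pc-/- livers, with list medians of -0.38 (95% interval -0.45 to -0.15) and 0.25 (0.12 to 0.46). Against a lower share of hepatocytes as the whole cause, which would lower all hepatocyte genes by about as much, the SD among their log2 fold changes was 0.399, against a median of 0.196 over 24310 exact relabellings of the libraries (exact permutation test, one-sided, p = 0.00202; without Mup3, which fell by far more than the others, 0.272 against 0.184, p = 0.0475). A first form of this test, by the intervals of the markers of 4 other cell types, which share 0.138 to 0.213, had not excluded it, and the second was chosen after that. Without the libraries s29, s30, s32 and s33 the median of the hepatocyte list was still negative, at -0.20 (-0.30 to -0.08). There the list passed by camera at the preset correlation (adjusted p = 0.000202), and 1 of its 29 genes was lower by edgeR. The list was not tested there with an estimated correlation, with which it did not pass over all libraries. Whether these 4 libraries are the whole cause thus stays open. A lower share of hepatocytes as part of the change may remain, beside lower expression in hepatocytes, and no biological explanation was tested.

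Mlxipl was lower in the shChREBP/L-G6pc-/- libraries s29, s30, s32 and s33, which stand apart on the first principal component, than in the other 5 (difference of mean log2 CPM -0.79, two-sided exact permutation p = 0.00794), and 2.03% of genes were as low. This p is descriptive only, because the 4 were picked from the same expression values. A stronger knockdown may accompany their position, but ChREBP targets were lower in the 4 by a median of -0.22 (95% interval -0.44 to -0.04) and hepatocyte identity genes by -0.32 (-0.52 to -0.16). Whether a stronger knockdown or another state of these livers sets them apart cannot be told apart, because ChREBP targets are not lower beyond hepatocyte genes. In a fit of the 2 groups, 89 genes changed without the 4, against a median of 266 (82 to 1119) for other draws of 4 libraries left out, of which 3 were as low. The labels give no batch, so a batch was not tested.

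Chance can be excluded for the genes changed in the 4 comparisons of groups, from 100 splits of the libraries (the real split among them) into groups of the same sizes, fitted on the compared groups alone, so counts differ from those of the full fit: with G6pc deficiency 333 genes against at most 36 in another split (1 split as large), with shChREBP in L-G6pc+/+ 682 against 107 (1), in L-G6pc-/- 633 against 227 (1), for shChREBP/L-G6pc-/- against shSCR/L-G6pc+/+ 1324 against 125 (1). For the difference between genotypes, splits within each genotype gave 8 against 8 (2 as large), but they also put the shRNA effect into the spread. With the genotype and shRNA effects kept and the residuals of log2 CPM shuffled within each genotype, limma gave 4 genes against at most 1 in another of 100 splits (1 as large), so chance can be excluded for this count. With single libraries left out in turn edgeR gave 4 to 16 genes for this difference. Chance can be excluded for the lists with shChREBP in L-G6pc-/- (29 lists against 27; 1 split as large), and cannot be excluded for the lists with G6pc deficiency (14 against 20; 12 as large) or with shChREBP in L-G6pc+/+ (14 against 25; 17 as large). These are camera calls at the preset correlation, and with an estimated correlation the 29 lists no longer passed.

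Srxn1 responded to shChREBP differently in the 2 genotypes (difference of log2 fold changes 2.41, standard error 0.46, adjusted p = 0.0181 from edgeR; 2.10 in L-G6pc-/-, -0.31 in L-G6pc+/+). The same test passed for Hsd17b13, a lipid droplet enzyme (1.02, adjusted p = 0.0149), D10Wsu102e (0.92, adjusted p = 0.0149), Ifit3b, induced by interferon (1.65, adjusted p = 0.0181), Cyp2a5, a cytochrome P450 (1.78, adjusted p = 0.0365), Esf1 of ribosome assembly (0.80, adjusted p = 0.0365), Tgfbr2, a receptor of TGF-beta (-1.25, adjusted p = 0.0365), and Cyp2d40 (-1.41, adjusted p = 0.0486), of which those outside the naming rule were chosen after their values were seen. With single libraries left out in turn (33 fits), the call was lost in 24 fits for Cyp2d40 (differences -1.59 to -1.23, adjusted p up to 0.0976), 17 for Esf1 (0.73 to 0.85, 0.0834), 16 for Tgfbr2 (-1.34 to -1.15, 0.0871), 15 for Cyp2a5 (1.62 to 1.94, 0.0834), 1 for Ifit3b (without s5; 1.52 to 1.84, 0.057) and 0 for the other 3 genes. By limma-voom (adjusted p from 0.0506 to 0.071) and limma on the deposited values (0.0613 to 0.111), Srxn1, Cyp2a5, Cyp2d40 and Tgfbr2 did not pass, and Tgfbr2 had no adjusted p by DESeq2. Without s29, s30, s32 and s33, Cyp2a5 and Cyp2d40 did not pass, and Srxn1 was at 1.13 (adjusted p = 0.0272) for the difference and 0.82 in L-G6pc-/-. Lists differed between the genotypes too by camera, with medians of the difference of 0.38 for NRF2 and oxidative stress (adjusted p = 1.55e-07), -0.25 for hepatocyte identity (adjusted p = 0.00247), -0.20 for HNF4A targets (adjusted p = 0.0133), 0.17 for interferon-stimulated genes (adjusted p = 0.0133), 0.22 for cholesterol synthesis (adjusted p = 0.0474) and -0.98 for erythroid markers (adjusted p = 0.000683). With an estimated correlation the adjusted p was 0.717 for NRF2 and 0.931 for the other 5.

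Outside the gene sets the paper discusses, interferon-stimulated genes had median log2 fold changes of 0.39 with G6pc deficiency, 0.35 with shChREBP in L-G6pc+/+ and 0.48 with shChREBP in L-G6pc-/- (camera adjusted p = 1.32e-07, 0.000383 and 1.05e-12; adjusted p = 0.365, 0.45 and 0.135 with an estimated correlation). For male-biased genes these were -0.40, 0.54 and 0.45 (adjusted p = 0.00129, 2.29e-05 and 0.00168), and for female-biased genes -0.50 and -0.62 with shChREBP in the 2 genotypes (adjusted p = 0.000343 and 0.00182). Cholesterol synthesis was at -0.26, -0.46 and -0.15 (adjusted p = 0.00129, 4.65e-08 and 0.00784), and urea cycle and amino acid catabolism at -0.18 and -0.16 with shChREBP (adjusted p = 0.0228 and 0.0133). Clock genes were at -0.15 with shChREBP in L-G6pc-/- (adjusted p = 0.036). Cell type markers were at 0.69 and -0.20 for erythroid cells and 0.33 and 0.40 for cholangiocytes with shChREBP in L-G6pc+/+ and L-G6pc-/- (adjusted p = 0.0477, 0.048, 0.0449 and 0.0123), at 0.16 for sinusoidal endothelium in L-G6pc+/+ (adjusted p = 0.012), and for stellate cells at -0.12 with G6pc deficiency and 0.20 with shChREBP in L-G6pc-/- (adjusted p = 0.0368 and 0.036). With an estimated correlation 0 of these lists passed by camera (adjusted p from 0.135 to 0.532), and at an unadjusted p under 0.05 there 9, 2 and 12 of all 40 lists passed in the 3 comparisons.

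Single libraries lay far from the rest of their group for 24 values in 124 groups, where chance flags about 1 in 20 groups, or 6.20 here. In s13 of shChREBP/L-G6pc+/+, mitotic genes were high, at 60.8 CPM for Birc5, 12.9 for Aurka, 9.79 for Prc1 and 70.6 for Top2a, and so was Cdkn1a (116). In the same group Slc10a1 and Alb were high in s12 (118 and 17390.0 CPM), Col1a1 and Acta2 in s15 (13.3 and 31.7) and Ccnd1 in s14 (304), and Hnf4a was low in s9 (112) and G6pc in s16 (69.1). In shSCR/L-G6pc-/-, Col1a1 and Spp1 were high in s20 (33.4 and 24.1 CPM), Birc5 and Pklr in s17 (32.2 and 461), and Alb low in s19 (6141). In shSCR/L-G6pc+/+, Acta2 was high (32.9) and Alb low (12470.0) in s2, Aurka high in s5 (3.89) and Prc1 in s7 (5.05). In shChREBP/L-G6pc-/-, Il1b was high in s29 (14.2), Acta2 in s32 (21.5) and Ccn1 in s30 (65.9).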

How the results depend on the processing

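The fits without s29, s30, s32 and s33, without s9 and s13 and without Gm42418 were chosen after the data were seen. No result that passed reversed under these alternatives, over 680 values of lists (547 the same, 109 no longer passing, 24 passing only there) and 1395 of named genes (1312, 69 and 14). Fits with single libraries left out are not among these values. Values that did not pass could change sign. With shChREBP in L-G6pc-/- livers, Col1a1 was positive with all libraries and at -0.09 without s29, s30, s32 and s33.

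Without s29, s30, s32 and s33 the genes changed were 106 in place of 770 with shChREBP in L-G6pc-/-, 321 in place of 1347 for shChREBP/L-G6pc-/- against shSCR/L-G6pc+/+ and 37 in place of 8 for the difference between genotypes. There the log2 fold changes with shChREBP in L-G6pc-/- of Mlxipl (-0.27), Pklr (-0.38) and Cdkn1a (0.82), and against shSCR/L-G6pc+/+ of Mlxipl (-0.17) and Cdkn1a (0.79), no longer passed. In a fit of the 2 groups, 89 genes changed without these 4, against 633 with all libraries. Other draws of 4 libraries left out gave a median of 266 (82 to 1119), so fewer libraries alone lower the count. These 4 also had the lowest Mlxipl of their group (216 to 359 CPM, against 441 to 500.4 CPM in the other 5). The fit thus keeps the livers with the weaker knockdown. How much each of these accounts for was not tested.

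Genes with shChREBP in L-G6pc+/+ numbered 877 with quality weights. The difference between genotypes gave 76 with DESeq2, 33 with library size only, 18 with 10 counts in every library, 16 with quality weights and 4 with limma-voom and with limma on the deposited values. Lists passing with G6pc deficiency numbered 4 with an estimated correlation and 11 with fry, with shChREBP in L-G6pc+/+ 0 with an estimated correlation (camera; 2 at an unadjusted p under 0.05, 13 by fry) and 11 without s9 and s13, and in L-G6pc-/- 0 with an estimated correlation (camera; 12 at an unadjusted p under 0.05, 28 by fry). The NES of MMC2-senescence with G6pc deficiency passed when ranked by the signed root of F (1.42) or by log2 fold change (1.59), with weight 0 (1.97) and on the genes passing filterByExpr (1.45). The cause was not tested for these.

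With each library left out in turn, changed genes ranged from 261 to 331 with G6pc deficiency, from 316 to 626 with shChREBP in L-G6pc+/+ (316, 365, 362, 340.0 and 337 without s2, s3, s11, s15 and s16), from 531 to 887 in L-G6pc-/-, from 997 to 1407 for shChREBP/L-G6pc-/- against shSCR/L-G6pc+/+ and from 4 to 16 for the difference between genotypes. That difference gave 4 or 5 genes without s1, s2, s3, s4, s5, s11, s12, s15, s16, s19, s21, s22, s25, s27 or s29, and 16, 14, 13 and 15 without s10, s13, s28 and s31. Pklr with shChREBP in L-G6pc-/- ranged from -0.64 to -0.48, and no longer passed without s17 (adjusted p = 0.0535). With library size only, the median of all genes with shChREBP in L-G6pc-/- moved by 0.112 and 75.8% of 1119 changed genes were higher, in place of 44.0%. No paired analysis was possible because each library number occurs once. At this depth genes with few counts, such as Il6 (9 counts in all libraries) and Cgas (213), could not be tested.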

Differences from the paper's values

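The NES of MMC2-senescence with shChREBP in L-G6pc-/- was 1.855 (jackknife error 0.164), and the paper's is 2.19. Of the alternatives set before the data were examined, ranking by the signed root of F (2.12) fell within the error, and ranking by log2 fold change (1.97), weight 0 (3.81) and only genes passing filterByExpr (1.79) did not. Its size was 138 genes here and 133 in the paper. Ranked by the signed root of F or by log2 fold change it was 129, as with only genes passing filterByExpr. These rankings thus changed the genes ranked as well. The other NES of CIN29 and MMC2-senescence lay within the error of the paper's.

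The paper counts MMC2-senescence as enriched with G6pc deficiency, and here its NES there did not pass (1.27, p = 0.0752 from permutations with fgsea). It passed by permutation under each of the 4 alternatives set before the data were examined: ranked by the signed root of F (p = 0.0205) or by log2 fold change (p = 0.0037), with weight 0 (p = 0.00855) and on genes passing filterByExpr (p = 0.0123 with fgsea).

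Apart from CIN29 and MMC2-senescence, the lists used here are not the paper's sets. With shChREBP in L-G6pc+/+ the paper reports apoptosis and p53 sets enriched, and the apoptosis list (camera adjusted p = 0.315) and the p53 targets (adjusted p = 0.0504) did not pass. By fry, which tests a list against no change and not against other genes, the p53 targets had an adjusted p of 0.0302 there. The paper's G2/M set is not enriched there, and the mitosis and G2/M list passed (camera adjusted p = 0.0155). It did not pass with an estimated correlation (adjusted p = 0.479), by fry (0.221), in a fit of the 2 groups (0.293) or without s9 and s13, a fit chosen after the data were seen. The paper's p53 and oxidative stress sets are not enriched with G6pc deficiency, and the p53 targets (camera adjusted p = 0.0248) and the NRF2 list (adjusted p = 0.0366) passed there. With an estimated correlation they did not (adjusted p = 0.184 and 0.566), and the NRF2 list did not with library size only, by fry (0.241) or by fgsea (0.139). The paper states that DNA damage is induced with shChREBP in L-G6pc-/- livers, and the list of DNA damage response and repair, which measures expression and not damage, did not pass under any of the 6 alternatives run (adjusted p from 0.187 to 0.766; the fit without the libraries s29, s30, s32 and s33 was chosen after the data were seen), while Cdkn1a and Mdm2 of the p53 targets rose. Fig. 4F shows the HNF4A network higher with G6pc deficiency, and the HNF4A targets did not pass under any of the 5 alternatives run (adjusted p from 0.0796 to 0.794).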

Other observations

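The fit without s29, s30, s32 and s33 was chosen after the data were seen.

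Of 35 interferon-stimulated genes, 12 were higher with shChREBP in L-G6pc-/- livers and 23 did not pass (19 higher when adjusted over the list alone; camera adjusted p = 1.05e-12, and adjusted p = 0.135 with an estimated correlation). Among the 12 were Ifit3 (log2 fold change 1.16, adjusted p = 0.000842 from edgeR), Ifi44 (1.32, adjusted p = 0.000979) and Isg15, a ubiquitin-like modifier (1.39, adjusted p = 0.00369). Without s29, s30, s32 and s33, Ifit3 (0.83, adjusted p = 0.0766), Ifi44 (0.90, adjusted p = 0.0868) and Isg15 (0.98, adjusted p = 0.156) did not pass. Of 17 male-biased genes, 8 were higher with shChREBP in L-G6pc+/+, and 7 were higher and 1 was lower, Mup3, in L-G6pc-/-. By camera with an estimated correlation the adjusted p of this list was 0.306 and 0.269. Selenbp2, a selenium-binding protein, rose by 2.78 (adjusted p = 0.00125) and 3.21 (adjusted p = 0.000911) on the log2 scale. Of 23 cholesterol synthesis genes, 3 were lower with shChREBP in L-G6pc-/-.

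With G6pc deficiency 329 genes changed, 224 higher and 105 lower. Lepr, the leptin receptor, rose by 4.42 (adjusted p = 2.46e-12), Ppp1r3g, which targets a phosphatase to glycogen, by 5.39 (adjusted p = 0.000295), and Mup1, a major urinary protein, fell by 3.34 (adjusted p = 0.000548). Of glycolysis genes, Gpi1, glucose-6-phosphate isomerase, rose by 1.79 (adjusted p = 4.36e-13), with 4 of 17 higher and 1 lower. With shChREBP in L-G6pc+/+, 549 genes changed, 220 higher and 329 lower, among them Mfsd2a, a lipid transporter (-2.90, adjusted p = 0.00561), and Ttpa, which transfers vitamin E (-1.61, adjusted p = 5.88e-09). In shChREBP/L-G6pc-/- against shSCR/L-G6pc+/+ livers 1347 genes changed, 699 higher and 648 lower.

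Of the genes the paper measured by RT-qPCR at 21 to 26 days, those that passed with shChREBP in L-G6pc-/- livers at 10 days were Birc5, an inhibitor of apoptosis (log2 fold change 1.20, adjusted p = 0.0489), Cyp7b1 (1.07, adjusted p = 0.00325) and Cyp8b1 (-0.70, adjusted p = 0.0227) of bile acid synthesis, Hnf4aos (-1.27, adjusted p = 0.0349), Alb (-0.52, adjusted p = 0.0041), Hgfac, which activates hepatocyte growth factor (-0.56, adjusted p = 0.00292), and Aurka, Cdkn1a, Slc10a1, Mlxipl and Pklr. Without s29, s30, s32 and s33, Birc5 (0.73, adjusted p = 0.547), Hnf4aos (-1.31, adjusted p = 0.213), Alb (-0.32, adjusted p = 0.238), Hgfac (-0.34, adjusted p = 0.15) and Cyp8b1 (-0.66, adjusted p = 0.211) did not pass, nor did Aurka, Cdkn1a, Mlxipl or Pklr. With single libraries left out in turn (17 fits), the call was lost in 11 fits for Birc5 (log2 fold changes 1.02 to 1.36, adjusted p up to 0.119), 8 for Hnf4aos (-1.46 to -1.11, 0.0796), 2 for Cyp8b1 (without s18 or s23; -0.78 to -0.64, 0.0525) and 1 for Pklr (without s17; -0.64 to -0.48, 0.0535). By DESeq2, limma-voom and limma on the deposited values 0 of 6 YAP targets of the RT-qPCR, Birc5 among them, passed. With all libraries, those that did not pass were Hnf4a (-0.02, adjusted p = 0.958), Abcb11 (-0.26, adjusted p = 0.0928), Il1b (0.02, adjusted p = 0.981), Cd68 (0.33, adjusted p = 0.505), Col1a1 (0.44, adjusted p = 0.53), Ccn2 (0.27, adjusted p = 0.626) and Sox9 (0.37, adjusted p = 0.362). The same holds for Tgfb1 (0.86, adjusted p = 0.239), Acta2 (1.09, adjusted p = 0.265), Ccnd1 (0.56, adjusted p = 0.162), Ccn1 (0.34, adjusted p = 0.681), Itgb2 (0.37, adjusted p = 0.514), Spp1 (0.22, adjusted p = 0.672), Cyp7a1 (-0.22, adjusted p = 0.818), Cyp27a1 (-0.07, adjusted p = 0.767), Nr0b2 (0.45, adjusted p = 0.387), Prc1 (1.41, adjusted p = 0.0621) and Top2a (1.21, adjusted p = 0.0755). With single libraries left out, calls were gained in 3 fits for Prc1 (without s26, s28 or s31, adjusted p down to 0.0312 from edgeR). They were gained in 2 fits each for Top2a (without s28 or s31, 0.0416) and Abcb11 (without s17 or s26, 0.043). Col1a1 was at 0.95 without s20 and Ccn1 at 0.07 without s30, and neither passed in any of these fits. Tnf (29 counts in all libraries), Afp (221), Krt19 (138), Cdkn2a (158), Timp1 (53), Mmp9 (243), Foxm1 (121), Areg (9) and Tpx2 (260) had too few counts to be tested.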
